# *Zfy* genes are required for efficient meiotic sex chromosome inactivation (MSCI) in spermatocytes

**DOI:** 10.1093/hmg/ddw344

**Published:** 2016-10-13

**Authors:** Nadège Vernet, Shantha K. Mahadevaiah, Dirk G. de Rooij, Paul S. Burgoyne, Peter J. I. Ellis

## Abstract

During spermatogenesis, germ cells that fail to synapse their chromosomes or fail to undergo meiotic sex chromosome inactivation (MSCI) are eliminated via apoptosis during mid-pachytene. Previous work showed that Y-linked genes *Zfy1* and *Zfy2* act as ‘executioners’ for this checkpoint, and that wrongful expression of either gene during pachytene triggers germ cell death. Here, we show that in mice, *Zfy* genes are also necessary for efficient MSCI and the sex chromosomes are not correctly silenced in *Zfy*-deficient spermatocytes. This unexpectedly reveals a triple role for *Zfy* at the mid-pachytene checkpoint in which *Zfy* genes first promote MSCI, then monitor its progress (since if MSCI is achieved, *Zfy* genes will be silenced), and finally execute cells with MSCI failure. This potentially constitutes a negative feedback loop governing this critical checkpoint mechanism.

## Introduction

In mammals, quality control during gametogenesis is far more stringent in males than in females, and consequently the vast majority of aneuploidies arise via non-disjunction during oogenesis, rather than spermatogenesis (1,2). The proximate mechanism for this difference is the efficient apoptotic elimination of developing gametes carrying univalent (unpaired) chromosomes that occur during male, but not female meiosis (3,4). This elimination involves two separate checkpoints: a checkpoint operating during mid-pachytene that monitors both the synapsis of homologous chromosomes and meiotic sex chromosome inactivation (MSCI) (5,6), and a spindle assembly checkpoint (SAC) operating at metaphase of the first meiotic division (7). *Zfy* genes have been implicated in the control of apoptosis at both of these checkpoints (8,9).

*Zfy* genes are Y-linked transcription factors conserved throughout eutherian mammals (10,11). In humans, a single *ZFY* gene expresses two major splice variants: a full length version which shows transactivation ability in a yeast reporter system (12), and a short version which lacks a key acidic domain and has no detectable transactivation activity. In the mouse, there are two paralogous copies, *Zfy1* and *Zfy2*: *Zfy1* preferentially expresses the short (inactive) isoform, while *Zfy2* predominantly expresses the long (active) isoform (13). Moreover, the transactivation activity of full-length *Zfy2* is substantially higher than full-length *Zfy1* (14), suggesting that the bulk of *Zfy* transactivation activity in the mouse is supplied by *Zfy2*.

Like all protein-coding genes in the non-pairing regions of the sex chromosomes, *Zfy* genes are subject to meiotic sex chromosome inactivation (MSCI) in pachytene cells (15). During MSCI, the unsynapsed axes of the sex chromosomes become condensed and transcriptionally inactive, forming the ‘sex body’ marked by the phosphorylated form of histone H2AX (γH2AX) (16). When present as autosomal transgenes, *Zfx/y* genes evade MSCI and are expressed ectopically during pachytene. In the cases of both *Zfy1* and *Zfy2* this triggers germ cell apoptosis during stage IV of the spermatogenic cycle (8). Extensive germ cell apoptosis at the same tubule stage is seen in other models where MSCI, and in particular Y chromosome silencing is impaired (e.g. XYY males, *H2afx -/-, Hormad2 -/-*) (8,17,18), indicating that successful silencing of *Zfy1* and *Zfy2* is an absolute requirement for pachytene progression. This has therefore been termed an ‘MSCI checkpoint’ mediated in part by overexpression of *Zfy* genes during pachytene (6,19). In many model systems with autosomal synapsis failure (e.g*. Dmc* -/-, *Hormad1 -/-*, *Msh5* -/-, *Spo11* -/-) there is substantial apoptosis during tubule stage IV which was initially interpreted as a ‘synapsis checkpoint’ paralleling the mid-pachytene synapsis checkpoint known to operate in yeast (5,20–23). However, it is now known that in these mouse models, the failure of synapsis leads secondarily to failure of MSCI (24), and hence the MSCI checkpoint and the synapsis checkpoint are now widely believed to reflect different aspects of the same process.

Turning to the spindle assembly checkpoint (SAC), a convenient model system to investigate the underlying mechanisms is the response to the univalent X chromosome in sex-reversed XO mice transgenic for *Sry* (conferring maleness) and *Eif2s3y* (necessary for spermatogonial proliferation)—we refer to these hereafter as X^*E*^O,*Sry* males (25). In X^*E*^O,*Sry* spermatocytes, the univalent X chromosome triggers cell cycle arrest at the first meiotic metaphase, however the fate of the arrested cells is dependent on the presence of *Zfy2*. In the absence of *Zfy2*, germ cells recover and complete the first meiotic division despite X univalence, and arrest again as interphasic secondary spermatocytes. These secondary spermatocytes subsequently differentiate into diploid spermatids before undergoing apoptosis. In contrast, when the *Zfy2* deficiency is complemented by an X-linked *Zfy2* transgene (we refer to these as X^*E,Z2*^O,*Sry* males), the germ cells undergo prompt apoptosis following the initial arrest at the first meiotic metaphase (MI) (9). There is therefore a requirement for *Zfy2* in enabling apoptosis at the MI SAC.

The mechanism by which *Zfy2* can regulate apoptosis at the MI SAC is puzzling, since as covered above it is not expressed—indeed its expression is not tolerated!—in pachytene cells. The original objective of the present study, therefore, was to determine the transcriptional consequences of *Zfy2* deficiency during pachytene by comparison of X^*E*^O,*Sry* and X^*E,Z2*^O,*Sry* males at 17.5 days *post partum* (dpp), during the first wave of pre-pubertal germ cell development. Our working hypothesis was that *Zfy2* expression prior to pachytene activates pro-apoptotic genes, and that these downstream effects persist until MI and thus enable apoptosis at the MI SAC checkpoint. Surprisingly, our analysis showed that in X^*E*^O,*Sry* males at 17.5 dpp there is a widespread failure of MSCI and overexpression of X-linked genes. We therefore determined whether there is continued MSCI leakage at later ages in this model, which also proved to be the case. Finally, we carried out a preliminary analysis of the downstream responses to MSCI leakage in X^*E*^O,*Sry* males both during the first wave and at later ages, in order to understand the dual roles of *Zfy* in promoting efficient MSCI and in promoting the apoptotic response to MSCI failure. Based on our findings, we propose that *Zfy* genes may function as a negative feedback ‘sensor’ system that regulates the onset of MSCI, monitors its progress and finally promotes the execution of cells with MSCI failure.

## Results

### Lack of *Zfy* leads to widespread X upregulation and downregulation of pachytene-specific genes at 17.5 dpp

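The arrays of the experiment were single-colour Illumina BeadChips for the mouse genome, on which each transcript is read as the fluorescence of beads that carry its probe. Total RNA from the whole testis of 1 male at 17.5 dpp was hybridized to each array. X EO,*Sry* males have a single X chromosome, transgenes for *Sry* and *Eif2s3y* and no *Zfy* gene, and X E,Z2O,*Sry* males carry a *Zfy2* transgene in addition. The sample labels name 4 animals per genotype and Fig. 1B draws 4 per genotype, whereas the Methods give 3, and all 8 arrays were used here. The animal identifiers in the labels begin alike in all 4 X EO,*Sry* animals and differently in X E,Z2O,*Sry*, and a cohort, if they mark one, could not be parted from the genotype. *Zfy2*, the gene that parts the genotypes by design, had a log2 signal of 6.13 ± 0.0640 (SD, n = 4) in X EO,*Sry*, with single animals at 6.05 to 6.20, and of 6.16 ± 0.0173 (SD, n = 4) in X E,Z2O,*Sry*, with single animals at 6.15 to 6.19. Its signal did not stand above background on any array, with detection p-values of 0.539 to 0.906, and the genotypes overlapped (two-sided exact permutation test, p = 0.486). The labels could therefore not be checked through this transcript.

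The authors quantile normalized the signals and deposited gene-level log2 values, with a detection p-value for each gene on each array. A gene was taken as expressed when its detection p-value was under 0.01 on at least 4 of the 8 arrays, whatever the genotype. This kept 8324 of 18097 genes, of which 288 lie on the X chromosome and 7697 on autosomes of GRCm38.p6. Between 8132 and 8434 genes were detected per X EO,*Sry* array and between 8063 and 8282 per X E,Z2O,*Sry* array. Each gene was compared between the genotypes with limma, and averages over genes were compared between animals by exact permutation of the 8 arrays, for which the smallest two-sided p is 0.0286. The number of arrays limits the precision, and since each animal gave 1 array, the spread between arrays holds both animal and array error. All values are of whole testis RNA, in which a transcript can change with the share of the cells that make it. Log2 differences are given throughout as X EO,*Sry* relative to X E,Z2O,*Sry*.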

We carried out microarray expression analysis of whole testis tissue from X^*E*^O,*Sry* (lacking *Zfy* genes), and X^*E,Z2*^O,*Sry* (with *Zfy2* restored) at 17.5 dpp. At this age, the most advanced spermatocytes in the testis are in late pachytene or early diplotene, just prior to meiosis I and activation of the SAC checkpoint. Thus, it is before both the MI arrest and apoptosis seen in X^*E,Z2*^O,*Sry* and the accumulation of arrested secondary spermatocytes in X^*E*^O,*Sry*.

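Of the 288 X-linked genes expressed in these testes, 279 had a higher mean signal in X EO,*Sry* than in X E,Z2O,*Sry*, as did 4674 of the 7697 autosomal genes. Relative to the autosomal genes, X-linked transcripts stood higher by 0.40 on the log2 scale, an increase of 32.2% (n = 4 animals per genotype). Autosomes taken singly lay between -0.06 for chromosome 8 and 0.02 for chromosome 13, and the X chromosome lay 0.37 above the highest of them. Among the X-linked genes that the paper follows by other assays, the reproductive homeobox gene *Rhox3a* differed by 1.59 (standard error 0.240, adjusted p = 0.0769 from limma). The melanoma antigen family genes *Magea2* and *Magea5* differed by 1.21 and 0.96, *Gm773* by 1.04, *Scml2*, which encodes a Polycomb-related protein of male germ cells, by 0.66, and *Zfx*, the X-linked homologue of *Zfy*, by 0.44. None of these 6 genes passed limma's test over all genes, with adjusted p-values up to 0.137.

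X-linked genes with general cellular functions were listed before the data were examined. Of the 27 measured, 2 rose over all genes tested, *Hprt1* and *Atp7a*, and 11 when adjusted over the list alone, among them the isocitrate dehydrogenase subunit *Idh3g* at 0.73 and the cullin *Cul4b* at 0.70. *Atp7a* and *Zfx* were on this list because the paper measured them, and are not independent of its finding. The list averaged 0.50 higher (camera with a preset correlation, adjusted p = 1.09e-07; adjusted p = 0.477 with an estimated correlation), or 0.39 without *Hprt1* (adjusted p = 1.49e-06 with a preset correlation), an omission chosen after its value was seen. The mean of the whole list was higher in each X EO,*Sry* animal than in each X E,Z2O,*Sry* animal (two-sided exact permutation test, p = 0.0286). This separation rests on *Hprt1*. The replicate 4 animals lay closest, at 9.10 in X EO,*Sry* and 9.09 in X E,Z2O,*Sry*, and *Hprt1* was at 9.82 and 6.97 in them.

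With the animal as the replicate, the X minus autosome difference gave p = 0.0571 in a two-sided exact permutation test of the 8 arrays. Without replicate 4 of X EO,*Sry* it was 0.50 (exact p = 0.0286, the smallest that the remaining arrays allow). No other omission of 1 animal passed, and the lowest value was 0.33. Across genes, camera gave p = 1.65e-21 for X-linked against all other genes with a preset correlation, and p = 0.152 with the correlation estimated from the data. Over the 20 chromosomes, the exact test for the X chromosome had an adjusted p of 0.286.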

The microarray results unexpectedly showed a preferential up-regulation of X-linked transcripts and down-regulation of autosomal transcripts in response to *Zfy* deficiency (Fig. 1A). This held true regardless of whether we focused on statistically significant transcripts, or on all transcripts changing by more than 1.5 fold regardless of significance (Supplementary Material, Table S1).

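*Hprt1* encodes the purine salvage enzyme hypoxanthine phosphoribosyltransferase. Its log2 signal was 6.96 ± 0.0757 in X E,Z2O,*Sry* and 10.42 ± 0.443 in X EO,*Sry* (SD, n = 4 each), a difference of 3.46 (standard error 0.196, adjusted p = 0.000186 from limma). The highest of the other X-linked genes, *Rhox3f*, chosen after its value was seen, differed by 1.61. The 10 expressed genes nearest to *Hprt1* had a median difference of 0.22, so that *Hprt1* stood apart from the general X-linked excess. *Hprt1* was detected on 4 arrays of X EO,*Sry* but on 2 of X E,Z2O,*Sry*, and with its X E,Z2O,*Sry* signal near background the size of the difference depends on the background, with 2.85 after normexp background correction (adjusted p = 0.0408). *Atp7a*, which encodes a copper-transporting ATPase, rose by 0.87 (standard error 0.111, adjusted p = 0.0370), and by 0.33 after the same correction (adjusted p = 0.118). On the autosomes, *Rab11fip5*, which encodes an effector of the vesicle transport protein Rab11, fell by 1.34 (standard error 0.142, adjusted p = 0.0105). It was detected on 3 arrays of X EO,*Sry* but, in spite of a higher signal, on 1 of X E,Z2O,*Sry*. The uncharacterized gene *1700112C13Rik* was not detected in X EO,*Sry* and at least 3.02-fold higher in X E,Z2O,*Sry* (adjusted p = 0.00374). After normexp background correction its difference was -0.46 and did not pass (adjusted p = 0.118). The transcript *BC107230*, which could not be placed on a chromosome, fell by 2.66 (adjusted p = 0.00260). In each of these 5 genes, the 4 arrays of one genotype lay apart from the 4 of the other.

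These were all the genes past an adjusted p of 0.05, with 2 X-linked genes higher and 0 lower, and 0 autosomal genes higher and 2 lower. At an unadjusted p under 0.05, limma gave 142 X-linked genes higher and 0 lower, and 890 autosomal genes higher and 951 lower. Changes of more than 1.5 fold, regardless of significance, were seen in 45 X-linked genes (15.6%), all higher in X EO,*Sry*, while among the autosomal genes 35 (0.455%) were higher and 523 (6.79%) were lower. Fisher's exact test of X-linked against autosomal genes gave p = 7.04e-45 for the higher genes and p = 3.47e-09 for the lower genes, with genes taken as if independent of each other. With normexp background correction, which moves the balance, 38 X-linked and 98 autosomal genes were higher, and 0 X-linked and 431 autosomal genes were lower. The genotypes did not overlap in 60 X-linked genes, all higher, and in 445 autosomal genes that were higher and 366 that were lower, where chance gives 2.86% of genes.

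The counts depend on single animals. Without replicate 4 of X EO,*Sry*, limma called 396 genes, with 57 X-linked and 80 autosomal genes higher and 0 X-linked and 242 autosomal genes lower. Without replicate 4 of X E,Z2O,*Sry* it called 519, with 29 X-linked and 86 autosomal genes higher and 0 X-linked and 375 autosomal genes lower. *Atp7a* no longer passed without any one of the other 6 animals (adjusted p = 0.0789 to 0.202), and it did not pass with detection required on all 8 arrays either (adjusted p = 0.0781). *Rab11fip5* did not pass without replicate 1 of either genotype or replicate 3 of X E,Z2O,*Sry*. With a replicate block and without variance moderation, *Hprt1* (adjusted p = 0.0159 and 0.0400) was the only one of the 5 to pass. X-linked genes over 1.5 fold numbered 25 and 70 without replicates 2 and 4 of X EO,*Sry*, and 28 and 69 without the same replicates of X E,Z2O,*Sry*. Autosomal genes higher by more than 1.5 fold numbered 88, 19 and 95 without replicates 1, 3 and 4 of X EO,*Sry*, and 20, 61 and 163 without replicates 2, 3 and 4 of X E,Z2O,*Sry*.

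**Figure D1:**
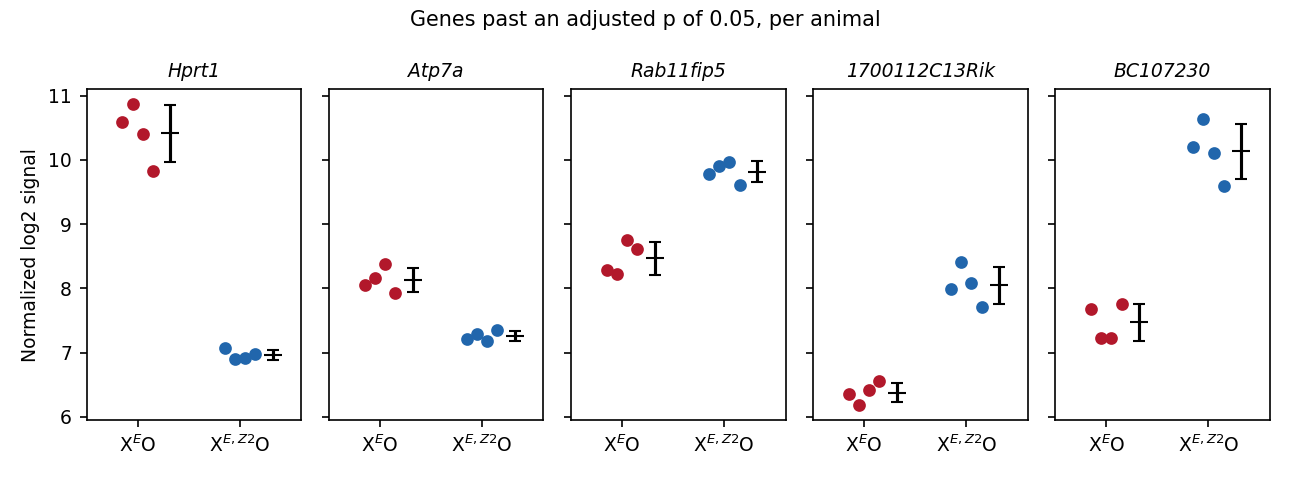
Log2 signal (vertical axis) of the 5 genes past an adjusted p of 0.05 in each of the 4 animals per genotype, with the mean and SD of each genotype. *Hprt1* lies at 9.82 to 10.87 in X EO,*Sry* and at 6.90 to 7.07 in X E,Z2O,*Sry*.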

**Figure 1.**
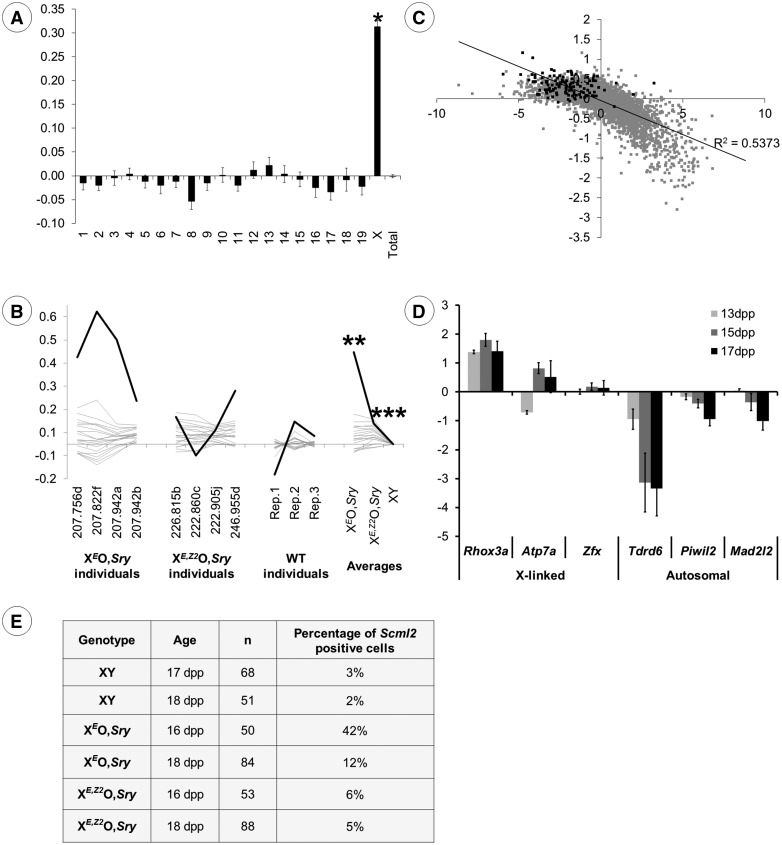
(see also Supplementary Material, Table S1). (**A**) Histogram showing the log_2_ expression ratio (+/- s.e.m) per chromosome for X^*E*^O,*Sry* versus X^*E,Z2*^O,*Sry*, averaged across all genes expressed in testis at 17.5 dpp. * In the X^*E*^O,*Sry*: X^*E,Z2*^O,*Sry* comparison, the X chromosome is significantly upregulated relative to the autosomes, *P =* 1.94 × 10^−72^. (**B**) Line chart of log_2_ expression ratio per chromosome for X^*E*^O,*Sry* and X^*E,Z2*^O,*Sry* relative to wild type XY, averaged across all genes expressed in testis at 17.5 dpp. Values are shown for each genotype as a whole, and for individual replicates within each genotype. Grey = autosomes, black = X chromosome. ** In the X^*E*^O,*Sry*: XY comparison, the X chromosome is significantly upregulated relative to the autosomes, *P* = 2.59 x 10^−76^. *** In the X^*E,Z2*^O,*Sry*: XY comparison, the X chromosome is significantly upregulated relative to the autosomes, *P* = 0.0013. (**C**) Scatter plot showing the log_2_ ratio of pachytene spermatocyte transcription to spermatogonial transcription (X axis) versus the log_2_ expression ratio of X^*E*^O,*Sry* and X^*E,Z2*^O,*Sry* at 17dpp (Y axis). (**D**) Quantitative RT-PCR data showing ΔΔC_t_ values for three X-linked genes (*Rhox3a*, *Atp7a* and *Zfx*) and three autosomal pachytene-specific genes (*Tdrd6*, *Piwil2* and *Mad2l2*) at 13, 15 and 17 dpp. Bars represent the expression levels in X^*E*^O,*Sry* relative to X^*E,Z2*^O,*Sry*, normalized to beta actin. Upregulation of *Rhox3a* is significant from 13dpp onwards and upregulation of *Atp7a* from 15 dpp onwards. Downregulation of *Tdrd6* and *Piwil2* is significant from 15dpp onwards, and downregulation of *Mad2l2* at 17dpp only. (**E)** RNA FISH staining data for spread pachytene cells at 16-18 dpp. Immunostaining for γH2AX was used to identify pachytene spermatocytes. Detection of an RNA FISH signal for *Scml2* indicates failure of sex chromosome silencing.

To test whether the observed difference in X expression was related to the absence of *Zfy* genes in X^*E*^O,*Sry*, or an off-target effect of the *Zfy2* transgene in X^*E,Z2*^O,*Sry*, we compared the expression data to previously-obtained data from 17.5 dpp normal XY males (Fig. 1B) (26). 

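Average X expression was compared between single animals as the mean log2 signal of the expressed X-linked genes minus that of the expressed autosomal genes on the same array. In X EO,*Sry* this measure was 0.04, 0.30, 0.15 and -0.21 in replicates 1 to 4, a mean of 0.07 ± 0.214 (SD, n = 4). In X E,Z2O,*Sry* it was -0.29, -0.50, -0.37 and -0.16, a mean of -0.33 ± 0.140 (SD, n = 4). The genotypes overlapped in replicate 4 of each, where the X EO,*Sry* animal lay below the X E,Z2O,*Sry* animal. The other 3 X EO,*Sry* animals lay above all 4 X E,Z2O,*Sry* animals. The arrays of XY males that Fig. 1B uses as the reference were not analysed here.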

Although there was marked variation in average X expression between individual replicates at this age, there was a highly significant upregulation of the X chromosome in X^*E*^O,*Sry* males relative to wild type XY males, and this was largely corrected in X^*E,Z2*^O,*Sry*. There was a slight but significant residual X upregulation seen in X^*E,Z2*^O,*Sry* relative to wild type XY males (*P =* 0.0013), which may be due to the additional presence of *Zfy1* in wild type males.

To determine the normal cellular distribution of the transcripts altered by *Zfy* deficiency, we compared our results to published data from separated germ cells [GSE4193] (27). A scatter plot of X^*E*^O,*Sry:* X^*E,Z2*^O,*Sry* log_2_ ratio (our new data) versus the pachytene: B spermatogonia log_2_ ratio (calculated from the Namekawa *et al.* dataset) shows that there is a good correlation between these measures (Fig. 1C, *r*^2 ^=^ ^0.5373). That is, transcripts which in wild type males are more strongly expressed in pachytene spermatocytes than in B spermatogonia (high P:B ratio) are downregulated in response to *Zfy* deficiency, and *vice versa*. 

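Autosomal genes typical of pachytene spermatocytes had lower signals in X EO,*Sry* testes. Of 46 such genes listed before the data were examined, 29 were expressed, and all 29 had a lower mean in X EO,*Sry*. The list averaged -1.38 on the log2 scale, at 9.43 ± 0.814 in X EO,*Sry* and 10.81 ± 0.508 in X E,Z2O,*Sry* (SD, n = 4 animals each). *Tdrd6*, which encodes a tudor protein of the chromatoid body, differed by -3.73 (standard error 0.644, adjusted p = 0.0798 from limma), and the sperm surface gene *Adam3* by -2.44. The Piwi gene *Piwil2* and the spindle checkpoint related gene *Mad2l2* differed by -0.64 and -1.14, and the 2 list members with the highest signal, the testis lactate dehydrogenase *Ldhc* and the radial spoke gene *Rsph1*, by -1.42 and -0.91. None of the 29 passed over all genes tested, and 25 were lower when adjusted over the list alone, the same number as at an unadjusted p under 0.05. *Tdrd6*, *Piwil2*, *Mad2l2* and *Adam3* were listed because the paper measured them, and are not independent of its finding. Camera gave the list an adjusted p of 5.18e-16 with a preset correlation, and an adjusted p of 0.477 with an estimated correlation. The means of the list overlapped between the genotypes in 1 animal of each (two-sided exact permutation test, p = 0.0571).

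Of 30 autosomal genes of spermatogonia, 16 were expressed and averaged 0.14 higher in X EO,*Sry*, with 14 of the 16 positive. The members with the highest signal, the transcription factor gene *Sohlh1* and the ubiquitin hydrolase gene *Uchl1*, differed by 0.44 and 0.45, whereas *Id4*, a gene of undifferentiated spermatogonia, differed by -0.89. None passed over all genes or over the list alone, and the list did not pass either (camera with a preset correlation, adjusted p = 0.293). At an unadjusted p under 0.05, limma gave 2 of the 16 higher and 1 lower.

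Over the 8 animals, the X minus autosome measure was lower where the mean of the pachytene list was higher, with Pearson's r = -0.966 (exact permutation p = 4.96e-05, adjusted p = 0.000149 over 3 relations tested) and Spearman's rho = -0.976 (exact permutation p = 0.000397, adjusted p = 0.00119). Without the 2 animals farthest from the median of the pachytene list, r was -0.931 (exact permutation p = 0.00833). These permutations mixed the 2 genotypes, which differ in both measures, so that the p-values also hold the genotype difference. The relation was chosen for testing after the results were seen. With the pachytene list mean as a covariate, the genotype difference in the X minus autosome measure was 0.0657 (exact permutation p = 0.343). The list mean itself differs between the genotypes, and MSCI leakage that leads to loss of pachytene cells would give the same relation. The covariate could therefore also remove a true effect, and the fit does not decide the cause.

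**Figure D2:**
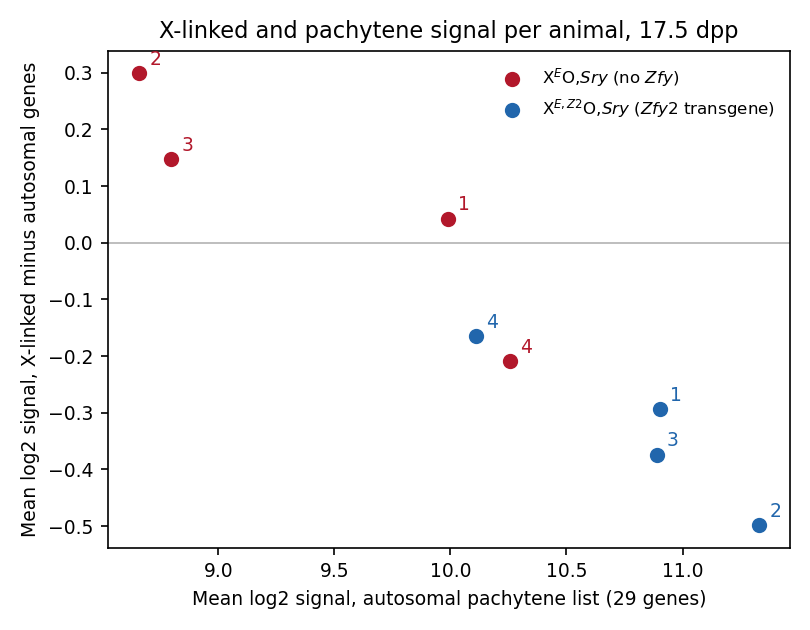
Mean log2 signal of expressed X-linked minus autosomal genes (vertical axis) against the mean log2 signal of 29 autosomal pachytene genes (horizontal axis), with 1 point per animal and 4 animals per genotype. The pachytene mean runs from 8.66 to 10.26 in X EO,*Sry* and from 10.11 to 11.33 in X E,Z2O,*Sry*.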

We conclude that in *Zfy*-deficient testes, there is a global upregulation of the X chromosome that is associated with a deficiency of pachytene-specific spermatocyte transcripts as a proportion of total testis RNA, and a corresponding excess of spermatogonia-specific transcripts.

### MSCI ‘leakage’ in X^*E*^O,*Sry* spermatocytes at 17.5 dpp is associated with apoptosis during pachytene

Since X-linked genes are in general transcriptionally active in spermatogonia and inactive in spermatocytes, we considered whether the upregulation of X transcripts in X^*E*^O*Sry* could be entirely explained by the shift in the balance between spermatogonial and spermatocyte transcriptomes. 

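X-linked genes of spermatogonia, listed before the data were examined, averaged 0.71 higher on the log2 scale in X EO,*Sry* than in X E,Z2O,*Sry*, and all 19 expressed members were positive. When adjusted over the list alone, 17 of the 19 rose, the same number as at an unadjusted p under 0.05, whereas none passed over all genes tested. Besides the genes named above, the transketolase-like gene *Tktl1* differed by 1.10 (adjusted p over the list alone = 0.00626), the meiotic recombination gene *Tex11* by 0.59, and the members with the highest signal, the general transcription factor gene *Taf7l* and the lymphocyte-regulated family gene *Xlr4a*, by 0.59 and 0.55. *Rhox9* was not detected in X E,Z2O,*Sry*. The list mean was 9.46 ± 0.371 in X EO,*Sry* and 8.74 ± 0.189 in X E,Z2O,*Sry* (SD, n = 4 each), with no overlap between the genotypes (two-sided exact permutation test, p = 0.0286). Camera gave an adjusted p of 1.47e-08 with a preset correlation and an adjusted p of 0.477 with an estimated correlation. *Rhox3a*, *Zfx*, *Scml2*, *Gm773*, *Magea2* and *Magea5* were listed because the paper names them. Several members belong to families of near-identical copies, whose probes can share signal.

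Within each animal, the mean of the X-linked spermatogonial genes minus that of the autosomal ones was 1.24 ± 0.369 in X EO,*Sry* and 0.66 ± 0.220 in X E,Z2O,*Sry*, a difference of 0.58 (two-sided exact permutation test, p = 0.0571). Without replicate 4 of X EO,*Sry* the difference was 0.72 (exact p = 0.0286). No other omission of 1 animal passed, and the lowest difference was 0.43. With the mean of the pachytene list as a covariate, the difference over all 8 animals was 0.35 (exact permutation p = 0.171), and this covariate could also remove a true effect. The sets behind Fig. S1, which came from separated germ cells, were not used here. Sertoli cells are somatic and undergo no meiotic silencing. Their 5 expressed X-linked markers averaged 0.16 higher, among them the homeobox genes *Rhox8* at 0.27 and *Rhox5* at -0.24, and their 14 autosomal markers averaged 0.31 higher, among them *Aard* at 0.22 and the tight junction gene *Cldn11* at 0.23. Neither list passed, with adjusted p-values of 0.526 and 0.0588 from camera (0.804 for each with an estimated correlation). With the preset correlation, the autosomal list passed without replicate 2 of X EO,*Sry* (adjusted p = 0.0408) and without replicates 3 and 4 of X E,Z2O,*Sry* (adjusted p = 0.0430 and 0.00745). It also passed with no filter on dim genes (adjusted p = 0.0245), with a replicate block (adjusted p = 0.0129) and with a term for replicates 1 and 2 against 3 and 4, chosen after the data were seen (adjusted p = 0.0195). X-linked minus autosomal Sertoli markers differed between the genotypes by -0.15 (exact permutation test, p = 0.429), and by 0.05 when medians over the markers were taken.

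**Figure D3:**
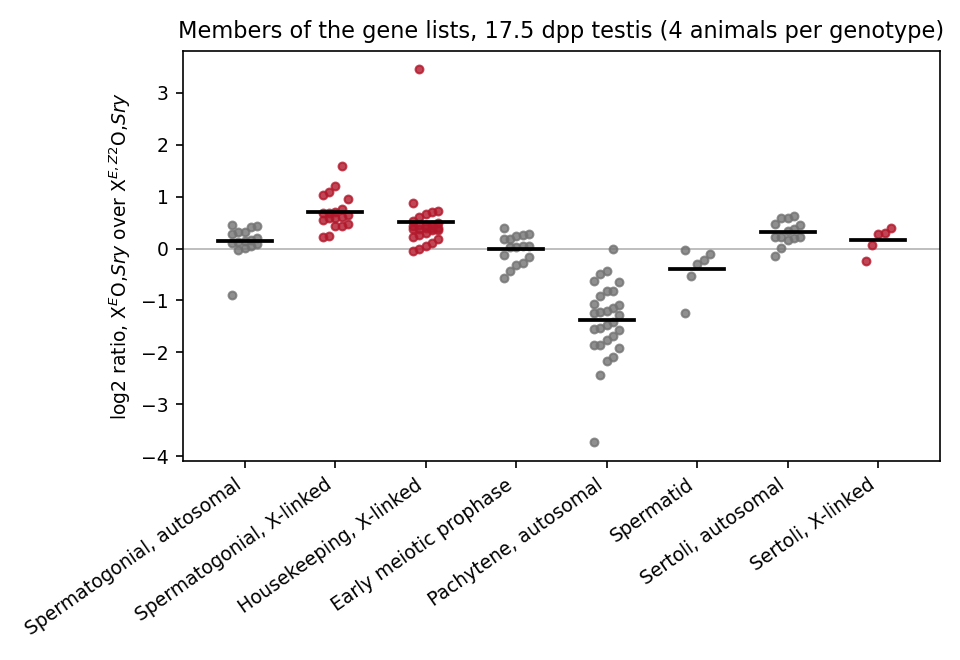
Log2 difference between X EO,*Sry* and X E,Z2O,*Sry* (means of 4 animals each) of every expressed member of 8 gene lists, with 1 point per gene, X-linked lists in red and a bar at each list's mean. The X-linked spermatogonial genes lie between 0.23 and 1.59.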

Importantly, X-linked spermatogonia-specific transcripts were more strongly upregulated than autosomal spermatogonia-specific transcripts (Supplementary Material, Fig. S1). This indicates that the increase in X-linked transcript abundance cannot be explained solely by an increase in the proportion of spermatogonia in the testis, since this would affect all spermatogonia-specific genes irrespective of chromosomal location.

The combination of upregulation of X-linked genes and a shift in the proportion of spermatogonia-specific vs pachytene-specific transcripts was therefore strongly suggestive of MSCI failure (5), since MSCI failure is expected to lead to germ cell loss during pachytene. We therefore predicted that the upregulation of X genes and downregulation of autosomal pachytene-specific genes should initiate around 13 dpp when pachytene cells first appear in the testis, and the autosomal downregulation should increase in severity over subsequent days as the proportion of pachytene cells increases in normal testes, and this was confirmed by qPCR (Fig. 1D).

As a second measure of MSCI leakage during the first wave of spermatogenesis, we performed RNA FISH experiments to determine whether the X-linked gene *Scml2* was correctly silenced. *Scml2* is an X-linked gene near the pseudoautosomal region (PAR) boundary, is one of the last genes to become fully silenced during normal meiosis, and is therefore a sensitive indicator of MSCI failure. Initial experiments showed that a γH2AX-containing sex body was formed in spermatocytes of all genotypes including X^*E*^O,*Sry*, and so in these analyses we identified spermatocytes by immunostaining for γH2AX together with DAPI staining of DNA. It is possible that some spermatocytes failed to form an identifiable γH2AX-positive sex body and were excluded from our analysis. Since failure to form a γH2AX-positive sex body is universally associated with MSCI failure, this means that our results will therefore be a minimum estimate of the proportion of spermatocytes with MSCI leakage in each genotype. Leaky transcription of *Scml2* was observed in 12–42% of X^*E*^O,*Sry* pachytene spermatocytes at 16-18 dpp, compared to 5-6% in X^*E,Z2*^O,*Sry* spermatocytes and 2–3% in XY wild type spermatocytes.

MSCI leakage is expected to lead to spermatocyte apoptosis at the mid-pachytene stage IV checkpoint. We therefore used hematoxylin and eosin (H&E) staining of testis sections to quantitate the level of apoptosis in X^*E*^O*Sry* testes at 15 dpp (Fig. 2 upper panels and Table 1), this being the earliest time point at which autosomal pachytene-specific gene downregulation was observed by qPCR. Consistent with the gene expression data, there was a borderline significant increase in the number of tubules containing apoptotic cells in X^*E*^O,*Sry*, together with a highly significant increase in the number of apoptotic cells per tubule. Although most of the tubules with high levels of apoptosis in X^*E*^O,*Sry* were judged to be in stage IV, this did not constitute a complete stage IV block and both surviving and apoptotic pachytene spermatocytes were observed throughout subsequent stages. We also noticed a population of cells in which the chromatin was homogeneous (suggestive of prophase exit) but which were not yet judged to be apoptotic (Supplementary Material, Fig. S2). Owing to the difficulty of generating these genotypes, we were unable to generate enough sample material to quantitate the percentage of apoptosis in each individual tubule stage.

**Figure 2.**
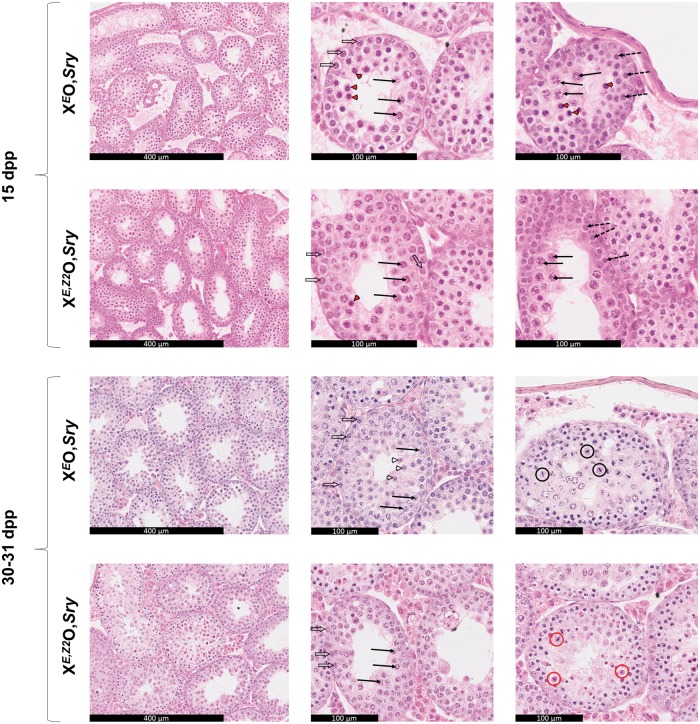
These panels show H&E staining of testis sections at 15dpp and 30-31 dpp, with age, genotype and scale as indicated. **Left panels:** low magnification overview. Gross testicular organization is unperturbed. **Middle panels:** stage IV tubules. At 15dpp both genotypes show a mix of healthy and apoptotic pachytene spermatocytes, with a higher proportion of apoptotic cells in X^*E*^O,*Sry* testes. At 30-31dpp there is very little apoptosis in either genotype, and there is an accumulation of diploid spermatids near the lumen in X^*E*^O,*Sry* testes that is not seen in X^*E,Z2*^O,*Sry* testes. **Right hand panels:** stage VII-VIII tubules (15dpp) or stage XII tubules (30-31dpp). At 15dpp in X^*E*^O,*Sry* testes some spermatocytes are able to survive stage IV and enter apoptosis at later stages. X^*E,Z2*^O,*Sry* testes show a larger proportion of surviving spermatocytes with few apoptotic cells visible. At 30-31dpp, spermatocytes undergoing meiosis I are abundant in both genotypes. In X^*E*^O,*Sry* testes the SAC is nonfunctional and the meiotic cells will survive despite X chromosome univalence to become diploid spermatids as seen in the X^*E*^O,*Sry* 30-31dpp middle panel. In X^*E,Z2*^O,*Sry* testes the SAC is functional and the majority of dividing spermatocytes are undergoing apoptosis at metaphase of meiosis I. (Arrows)—healthy pachytene spermatocytes, (Red arrowheads)—apoptotic pachytene spermatocytes, (Open arrowheads)—diploid spermatids, (Open arrows)—intermediate spermatogonia used to identify stage IV tubules, (Dotted arrows)—preleptotene/leptotene spermatocytes used to identify stage VII-VIII tubules, (Circles)—metaphase I cells used to identify stage XII tubules: black = healthy, red = apoptotic

**Table 1.** Quantification of apoptosis in juvenile and older X^*E*^O,*Sry* and X^*E,Z2*^O,*Sry* males. An extended version of this table including raw tubule and counts is available as Supplementary Material, Table S3

		**Proportion of tubules with at least 1 apoptotic cell**	***P* value**	**Number of apoptotic cells per tubule with apoptosis**	***P* value**	**Total number of cells per tubule**	**P value**
15dpp, H&E staining, all tubule stages combined	X^*E*^O,*Sry*	77.0% +/- 5.3%	0.0629^a^	8.92 +/- 0.61	0.0059^b^	32.15 +/- 2.20	0.773
	X^*E,Z2*^O,*Sry*	56.9% +/- 5.0%		3.63 +/- 0.26		33.00 +/- 1.63	
30-31 dpp, H&E staining, stage IV tubules only	X^*E*^O,*Sry*	31.9% +/- 0.7%	0.698	2.62 +/- 0.63	0.239	n/d	n/d
	X^*E,Z2*^O,*Sry*	29.3% +/- 7.6%		1.62 +/- 0.36		n/d	
30-31dpp, TUNEL staining, tubule stages I - XI combined	X^*E*^O,*Sry*	39.7% +/- 4.5%	0.121	2.71 +/- 0.1	0.204	n/d	n/d
	X^*E,Z2*^O,*Sry*	28.9% +/- 3.1%		2.48 +/- 0.12		n/d	
30-31dpp, TUNEL staining, tubule stage XII, metaphase cells only	X^*E*^O,*Sry*	87.0% +/- 7.6%	0.477	4.72 +/- 0.55	0.023^c^	10.41 +/- 1.72	0.677^d^
	X^*E,Z2*^O,*Sry*	81.6% +/- 5.4%		7.45 +/- 0.53		11.22 +/- 0.54	

^a^Borderline significant increase in proportion of tubules with apoptosis in X^*E*^O,*Sry*, t test *P* value = 0.0629 after arcsine transformation of percentages.

^b^Significant increase in number of apoptotic cells per tubule in X^*E*^O,*Sry*, t test *P* value = 0.0059.

^c^Significant increase in number of apoptotic metaphase cells per tubule in X^*E,Z2*^O,*Sry* due to reinstatement of the SAC, t test *P* value = 0.023.

^d^No significant difference between genotypes in the total number of metaphase cells per tubule, t test *P* value = 0.677.

### MSCI ‘leakage’ in X^*E*^O,*Sry* spermatocytes is also present at later ages

The finding of leaky MSCI and pachytene cell death in X^*E*^O,*Sry* testes during the first wave of spermatogenesis presents a paradox in that our previous work has documented a marked accumulation of diploid spermatids in X^*E*^O,*Sry* males at 30-31 dpp (9). This accumulation indicates that many cells survive up to and beyond the meiotic cell divisions. We considered it possible therefore that the MSCI leakage might be restricted to the first wave of spermatogenesis. To test this, we extended our investigation of the MSCI leakage to the 30-31 dpp timepoint used in our studies of the SAC. Direct expression analysis of these genotypes is not feasible at this age, because expression profiles from whole testis are confounded by the accumulation of the arrested cells in X^*E*^O,*Sry* that are removed at the SAC checkpoint by apoptosis in X^*E,Z2*^O,*Sry*. Therefore, in these older animals we assayed MSCI leakage using RNA FISH only (Fig. 3 and Supplementary Material, Table S2). As with the 16 - 18 dpp males, spermatocytes were identified by γH2AX and DAPI staining. In some experiments, spermatocytes were further divided into early and late stages by RNA FISH for *Adam3*, an autosomal gene expressed exclusively in late pachytene/diplotene spermatocytes.

**Figure 3.**
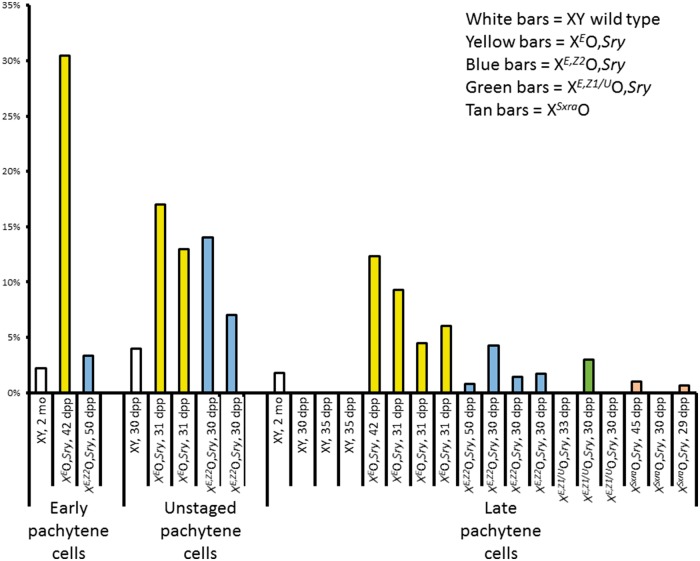
(see also Supplementary Material, Table S2). Histogram showing the percentage of cells with a positive RNA FISH signal for *Scml2* in males at 29 dpp and older, i.e. after the first wave of spermatogenesis is complete. Each bar represents a measurement of ∼100 cells from a single individual, with genotypes and ages as given on the X axis. Experiments focusing on early pachytene cells, mixed pachytene cells or late pachytene cells are presented in separate groups. Different genotypes are coloured as a visual aid. The *Zfy* gene complements of each genotype are as follows: Wild type XY—both *Zfy1*and *Zfy2* are present; X^*E*^O,*Sry*—no *Zfy* genes present (9); X^*E,Z2*^O,*Sry*—*Zfy2* only is present, in the form of an X-linked transgene (9); X^*E,Z1/U*^O,*Sry*—*Zfy1* only is present, in the form an X-linked integrant of a BAC containing both *Zfy1*and *Ube1y* (Royo *et al.* 2010); X^Sxra^O—both *Zfy1* and *Zfy2* are present (29;28)

RNA FISH for *Scml2* at 30-31 dpp confirmed that there is MSCI leakage in X^*E*^O,*Sry* at this age relative to WT testes (*n* = 3 per genotype). Transgenic replacement of either *Zfy1* or *Zfy2* greatly reduces the MSCI leakage, (*n =* 3 per genotype). X^Sxra^O males (*n =* 3), which have both *Zfy1* and *Zfy2* (28,29), also showed very little MSCI leakage. Aggregating all our experiments together, the proportion of late pachytene spermatocytes (i.e. cells positive for *Adam3*) with MSCI leakage (i.e. where the cells were also positive for *Scml2*) was 66/766 cells in X^*E*^O,*Sry* males, 15/665 cells in males transgenic for *Zfy2*, 3/403 cells in males transgenic for *Zfy1* and 2/403 cells in X^Sxra^O males (Supplementary Material, Table S2). All three ‘rescued’ genotypes are significantly different from X^*E*^O,*Sry* (*P* ≪ 0.01 by chi-squared test in all cases), however the ‘rescued’ genotypes are not significantly different from each other after multiple testing correction. We therefore conclude that both *Zfy* genes are able to promote MSCI at 30-31 dpp, but our data do not show which gene copy is more effective.

Finally, we examined young adult testes (6 weeks to 2 months *post partum*, Fig. 4) by RNA FISH. Again, we observed MSCI leakage in early pachytene *Adam3*-negative spermatocytes in X^*E*^O,*Sry*, which was reduced but not absent in late pachytene/diplotene *Adam3*-positive spermatocytes. Transgenic replacement of *Zfy2* abolished the MSCI leakage in both early and late spermatocytes at this age. In this experiment we also investigated three further X-linked genes; *Zfx*, *GM773* and *Mage2a + 5*. There was a strong per-cell correlation between X-linked genes in terms of MSCI escape: e.g. all cells positive for *Magea 2/5* leakage were also positive for *Scml2* leakage. This indicates that in young adult X^*E*^O,*Sry* spermatocytes the leaking X genes are not independent of each other. Together with the fact that *Scml2* - which showed the highest levels of MSCI leakage - is known to be slow to achieve MSCI in normal cells, this suggests that the MSCI leakage in young adult X^*E*^O,*Sry* testes may represent a delayed imposition of MSCI, rather than the stochastic breakthrough activity of individual X genes.

**Figure 4.**
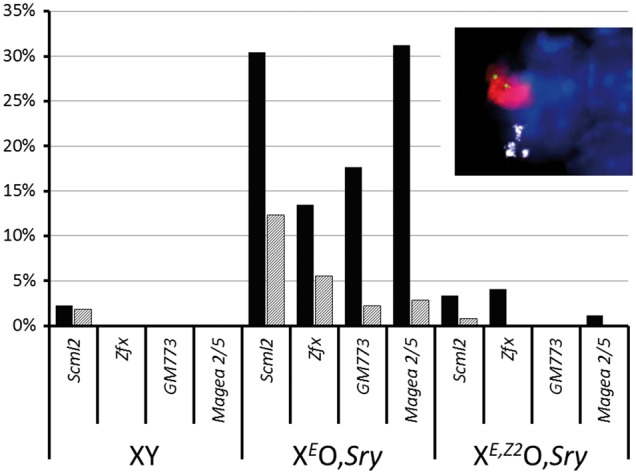
(see also Supplementary Table S2). Solid bars: percentage of *Adam3*-negative early pachytene spermatocytes that showed RNA FISH signals for a range of different X-linked genes in adult (≥ 6 week old) testis for each genotype. Shaded bars: percentage of *Adam3*-positive late pachytene spermatocytes showing RNA FISH signals for each X-linked gene in each genotype. Inset: example RNA FISH image of a late stage X^*E*^O,*Sry* spermatid showing RNA FISH signals for *Scml2* (green) and *Adam3* (white), γH2AX immunostaining of the sex body (red) and DAPI counterstaining of nuclear DNA (blue).

### The MSCI leakage in X^*E*^O,*Sry* at 30-31 dpp does not lead to apoptosis of pachytene spermatocytes

The finding of ongoing MSCI leakage in older X^*E*^O,*Sry* testes was surprising (as noted above) since we know that at this age germ cells are able to survive up to and beyond the first meiotic division. Moreover, in our RNA FISH data, at both 30-31 dpp and at two months old, for every X gene examined we were able to find cells positive for both *Adam3* and the X gene of interest, indicating that at least some X^*E*^O,*Sry* spermatocytes are able to survive past the stage IV checkpoint despite ongoing MSCI leakage. We therefore used three independent methods to quantitate apoptosis during pachytene in males at 30-31 dpp (see Methods). We found no significant difference between genotypes either in the proportion of tubules with apoptotic pachytene cells or in the number of apoptotic cells per tubule, by H&E staining or by TUNEL staining. In stage XII tubules at this age, while the number of apoptotic MI metaphase spermatocytes per tubule was significantly increased in X^*E,Z2*^O,*Sry* relative to X^*E*^O,*Sry* due to the reinstatement of the SAC by the *Zfy2* transgene, there was no difference between the genotypes in the total number of cells entering metaphase I (Table 1).

We conclude that in X^*E*^O,*Sry* testes, the MSCI leakage observed by gene expression analysis of juvenile males is associated with increased pachytene apoptosis during the first wave of spermatogenesis, while the MSCI leakage observed by RNA FISH analysis at 30-31dpp does not lead to a detectable increase in apoptosis.

### X^*E*^O,*Sry* males show no alteration either in early meiotic progression or in the overall length of meiotic prophase

Since the cells with MSCI leakage do not appear to undergo apoptosis in older X^*E*^O,*Sry* males, we sought to determine whether *Zfy* deficiency and MSCI leakage had any other effects on either early meiotic progression or on the overall length of meiotic prophase.

The first of these was assayed by immunostaining for SCP3, HORMAD2 and γH2AX in order to define different stages of synaptonemal complex assembly and sex body formation (Supplementary Material, Table S4). This showed no change between X^*E*^O,*Sry* and X^*E,Z2*^O,*Sry*.

The second was assayed by BrdU staining of developing testes (Fig. 5 and Supplementary Material, Table S5). Following a single injection of BrdU at 18-21 dpp, BrdU incorporated during early spermatogonial divisions is diluted in subsequent rounds of DNA replication and is not detectable. This protocol thus traces the fate of those germ cells undergoing the final two rounds of spermatogonial DNA replication and division at the time of injection. In the normal XY testes, at 12 days after the BrdU injection, these germ cells have completed one full round of the spermatogenic cycle, and are detected as pachytene spermatocytes of stage IX to XII. The stage distribution of BrdU-positive tubules present in wild type XY males, X^*E*^O,*Sry* males and X^*E,Z2*^O,*Sry* males at 12 days post injection revealed a unimodal distribution in all cases, with no delay in meiotic progression either between X^*E*^O,*Sry* and X^*E,Z2*^O,*Sry* or relative to XY wild type.

**Figure 5.**
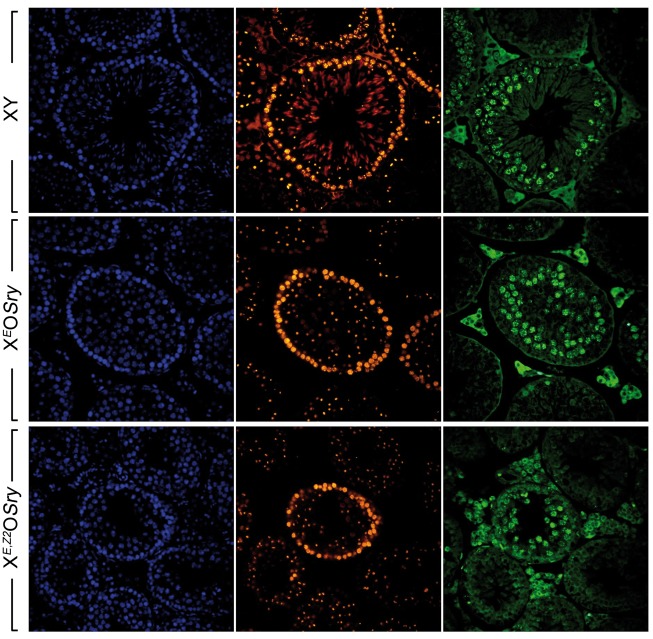
Example images showing BrdU staining of testis tubules 12 days post-injection. Left panels: DAPI staining (blue) to show nuclei. Centre panels: staining with anti-γH2AX (yellow) and PNA-lectin (red) to allow tubule staging. Right panels: staining with anti-BrdU to identify cells actively synthesizing DNA at the time of injection. In each case the tubule shown has a peripheral layer of spermatocytes strongly positive for γH2AX, indicative of leptotene cells at stage IX-X. In all genotypes the next layer of cells is is BrdU-positive and contains a punctate γH2AX-positive sex body. In wild type XY only, many elongating spermatids positive for PNA-lectin staining can be seen near the lumen. Some PNA-lectin positive diploid round spermatids are visible in X^*E*^O,*Sry*. These are mostly removed by apoptosis in X^*E,Z2*^O,*Sry*, leading to a smaller tubule diameter for this genotype.

## Discussion

### *Zfy* genes are required for efficient meiotic sex chromosome inactivation

In this study, we investigated the transcriptional and phenotypic consequences of *Zfy* gene deficiency during pachytene in the context of X^*E*^O,*Sry* sex-reversed male mice. These are males that completely lack Y chromosomal gene content other than transgenes for *Sry* (promoting maleness), *Eif2s3y* (promoting spermatogonial proliferation) and the *Zfy* transgenes under investigation. 

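*Eif2s3y*, which encodes a translation initiation factor subunit and is present as a transgene in both genotypes, was the one Y-linked gene detected on all 8 arrays. Its log2 signal was 12.90 ± 0.486 in X EO,*Sry* and 12.36 ± 0.244 in X E,Z2O,*Sry* (SD, n = 4 each), a difference of 0.54 that did not pass (adjusted p = 0.190 from limma; two-sided exact permutation test, p = 0.114). Without replicate 4 of X EO,*Sry* the difference was 0.78 (adjusted p = 0.0434). No other omission of 1 animal passed, and the lowest difference was 0.41. *Sry*, the other transgene common to both genotypes, was not detected on any array, with mean signals of 6.22 and 6.17. *Zfy1*, which neither genotype carries, was likewise not detected on any array, but its signal was 6.17 ± 0.0741 in X EO,*Sry* and 6.60 ± 0.118 in X E,Z2O,*Sry* (SD, n = 4 each), without overlap (exact permutation test, p = 0.0286). *Zfy1* and *Zfy2* are near-identical copies.

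Of the other Y-linked genes, *Jarid1d*, *Usp9y*, *Rbmy1a1* and *Ssty2* were not detected on any array, at mean signals of 6.10 to 6.45. *Ddx3y* had mean signals of 9.03 and 8.71 but detection p-values of 0.0759 to 0.734, and *Uty* was detected on 2 arrays of each genotype at 6.66 and 6.69, close to the median of all genes on an array. Of all 5127 genes with a mean log2 signal above 8, 55 had no array with a detection p-value under 0.05, as *Ddx3y* did. The 2 Y-linked genes tested, *Eif2s3y* and *Uty*, averaged 0.26 higher in X EO,*Sry*, and the list did not pass (camera with a preset correlation, adjusted p = 0.659). According to the paper, these males have no Y-linked genes besides the transgenes. The signals of *Uty* and *Ddx3y* can therefore not come from these genes, and the list mean says nothing of Y-linked genes as a set.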

While the lack of the remaining Y chromosome gene content is known to have consequences during late spermiogenesis, previous work by us and others has shown that no other Y genes are necessary for progression through to and past the meiotic divisions, and therefore these genotypes are appropriate to investigate the effects of *Zfy* genes during the prophase of meiosis I (9,14,30).

At 17.5 dpp we observed widespread expression changes in *Zfy*-deficient testes that proved to be a combination of (a) MSCI leakage in early pachytene cells, and (b) loss of later-stage pachytene transcripts due to cell death during pachytene. 

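Genes were also grouped by the stage of germ cells for which they are typical. Of 32 genes of early meiotic prophase, 16 were expressed and averaged -0.01 on the log2 scale (camera with a preset correlation, adjusted p = 0.705), at 9.01 ± 0.0714 in X EO,*Sry* and 9.02 ± 0.0510 in X E,Z2O,*Sry* (SD, n = 4 animals each). *Dazl*, which encodes a germ cell RNA-binding protein, differed by 0.06, the meiotic cohesin gene *Stag3* by -0.27 and the double-strand break gene *Spo11* by -0.57 (standard error 0.224, adjusted p = 0.168 from limma). *Hormad2* and *Msh5*, which act in axis surveillance and in crossover formation, differed by -0.17 and 0.02. None of the 16 passed over all genes or over the list alone, and 2 were higher and 2 lower at an unadjusted p under 0.05.

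Of 20 genes typical of spermatids, a stage not yet reached at this age according to the paper, 6 were expressed and averaged -0.40 (camera with a preset correlation, adjusted p = 0.0155; adjusted p = 0.460 with an estimated correlation). It did not pass with a filter on mean signal, chosen after the data were seen (adjusted p = 0.0892). The list mean was lower in all 4 X EO,*Sry* animals than in any X E,Z2O,*Sry* animal (two-sided exact permutation test, p = 0.0286). None passed over all genes tested, and 2 fell when adjusted over the list alone and at an unadjusted p under 0.05, *Odf2*, which encodes an outer dense fibre and centriole protein, at -1.25 and *Crem*, which encodes a transcription factor of late germ cells, at -0.52. *4930540L03Rik*, which with *Odf2* had the highest signal on the list, differed by -0.21.

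From the joint excess of X-linked transcripts and loss of pachytene transcripts, the paper proposes a failure of MSCI, which is expected to lead to the loss of germ cells in pachytene. Fig. S1 gives a stronger rise for X-linked than for autosomal spermatogonia-specific transcripts. From this the paper concludes that a larger share of spermatogonia cannot by itself explain the X-linked excess. The paper then tested its proposal by other assays, which do not rest on the arrays. These were quantitative RT-PCR at several ages, RNA FISH for X-linked genes in pachytene cells with and without *Zfy* transgenes, and counts of dying pachytene cells.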

We subsequently confirmed that the MSCI leakage is sustained beyond the first wave of juvenile spermatogenesis, and showed that transgenic restoration of *Zfy* genes corrected the MSCI leakage.

A parallel can be drawn with the situation in females, where unsynapsed chromatin is also silenced during oogenesis. In females, meiotic silencing is slower and leakier than in males (31–33): our results suggest that this may be due to the absence of *Zfy* genes in females. The genes involved in promoting meiotic silencing in females, and in promoting the delayed MSCI that occurs in X^*E*^O,*Sry* remain to be ascertained. Transgenic overexpression of *Zfx*, the X-linked homolog of *Zfy*, is able to compensate for *Zfy* deficiency in promoting the second meiotic division, and therefore these genes are functionally interchangeable to at least some extent (14). *Zfx* is therefore an attractive candidate for a role in the less stringent MSCI observed in females and X^*E*^O,*Sry* males.

### *Zfy*’s triple role at the MSCI checkpoint is suggestive of negative feedback regulation

Previous work (8) established a role for *Zfy* genes as ‘executioners’ at the MSCI checkpoint—to which we can now add a further role in the initial imposition of MSCI. A third role is implicit in their genomic location: since *Zfy* genes are Y-linked, *Zfy* transcription acts as a sensor for the success or failure of MSCI. Also implicit in the genomic location of *Zfy* is a negative feedback loop (which may be direct or indirect) in which *Zfy* genes repress their own expression at the transition into pachytene. The mechanism by which *Zfy* genes exert their effects remain to be elucidated, and it will be particularly important to establish the directness of the link between *Zfy* activity and the onset of MSCI, i.e. does it have a ‘preparatory’ role prior to the onset of meiosis, or does it act in real-time to directly regulate its own expression?

If a real-time negative feedback loop can be demonstrated, this then suggests an elegant model in which in normal males, cells that are slow to achieve MSCI will continue to express *Zfy* genes, leading to one of two options. If the prolonged *Zfy* stimulus enables the lagging cells to complete MSCI, *Zfy* gene transcription ceases and prophase proceeds as normal. If MSCI remains incomplete even with prolonged *Zfy* gene activity, as in the various models with MSCI failure, then the cells undergo apoptosis. The same occurs if *Zfy* activity is artificially prolonged past the imposition of MSCI, as in the models with autosomal *Zfy* transgenes. 

### The apoptotic response to MSCI leakage in X^*E*^O,*Sry* males is incomplete and age-dependent

In this study, we find that during the first wave of spermatogenesis in X^*E*^O,*Sry* males, the apoptosis seen in association with MSCI leakage is incomplete and not restricted to stage IV, while in X^*E*^O,*Sry* males at 30-31 dpp there is no excess apoptosis of pachytene cells at any tubule stage despite ongoing MSCI leakage.

The first of these findings is unusual in that many models with MSCI failure show a strong stage IV block with virtually no spermatocytes surviving past stage IV. However, there are two other model systems that show MSCI leakage together with an incomplete stage IV block, these being *Ubr2* -/- males (34) and *Trip13^mod/mod^* males (35,36). In both of these models, a variable proportion of spermatocytes survives past stage IV before succumbing to apoptosis, similar to the situation during the first wave of spermatogenesis in X^*E*^O,*Sry* males . The leakiness of the block in these males may be due to a low severity of MSCI disruption. In the H2AX null model, where MSCI is completely lost and there is complete apoptosis at stage IV, there is a twofold upregulation of X chromosome expression at both 16.5dpp and 18.5 dpp (17). In our data, we observe an average log_2_ ratio of 0.4 for X-linked genes at 17.5 dpp, i.e. only a 30% increase in X chromosome expression. 

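The mean log2 ratio over the 288 expressed X-linked genes was 0.39, with an SD of 0.303 and a standard error of 0.0179 over genes, which corresponds to an increase of 30.9%. Over animals, the mean log2 signal of these genes was 8.72 ± 0.197 in X EO,*Sry* and 8.34 ± 0.141 in X E,Z2O,*Sry* (SD, n = 4 each; two-sided exact permutation test, p = 0.0571). Without replicate 4 of X EO,*Sry* the ratio was 0.47 (exact p = 0.0286). No other omission of 1 animal passed, and the lowest ratio was 0.32. The ratio was over 1 on the log2 scale, a 2-fold increase, for 7 of the X-linked genes. Autosomal genes averaged -0.01 (exact permutation test, p = 0.143). Most genes are autosomal, and quantile normalization gives all arrays nearly the same distribution. The autosomal mean is therefore nearly fixed by the normalization, and its test says little of autosomal change.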

Consistent with this hypothesis, the *Ubr2* knockout model (which also has an incomplete stage IV block) shows an average log_2_ ratio of 0.4 for X-linked genes at 17dpp (37). Expression profiling has not yet been performed on the *Trip13^mod/mod^* males at this age and so the level of MSCI leakage cannot be directly compared.

The findings in older X^*E*^O,*Sry* males– of ongoing MSCI leakage without a detectable increase in apoptosis during pachytene—are to our knowledge unprecedented. Logically, there are two potential explanations for the difference between the first wave phenotype versus later ages: either there is less MSCI leakage in the spermatocytes of older animals, or the spermatocytes of older animals are better able to tolerate MSCI leakage without becoming apoptotic. It is not possible to distinguish these possibilities with current technology, since it would require tubule stage specific expression profiling of spermatocytes at each age.

### What can the models with MSCI ‘leakage’ and an incomplete stage IV block tell us about MSCI mechanisms?

Mechanistically, the MSCI leakage we observed in X^*E*^O,*Sry* spermatocytes was distinct from most other models with MSCI failure in that the cells nevertheless formed a morphologically normal sex body positive for γH2AX (Fig. 4 inset). Intriguingly, this also applies to both *Trip13^mod/mod^* males and *Ubr2* -/- males, consistent with the low level of X upregulation in the latter and the incomplete stage IV apoptosis in both models. It is possible that the ‘leaky’ genes in each case are contained within pockets of γH2AX-negative chromatin, however, an alternative possibility is that the leakage reflects an alteration in silencing pathways operating downstream of, or independently to the standard BRCA1/ATR/γH2AX pathway of MSCI. Regardless of the precise mode of MSCI escape, these observations highlight that formation of a γH2AX-positive sex body must not be taken as proof of successful MSCI, and the only conclusive way to demonstrate sex chromosome silencing is by direct RNA FISH measurement of transcription.

### Evidence for multiple ‘executioner’ genes at the stage IV checkpoint

Four independent lines of evidence have led to the current view that there is an MSCI checkpoint acting during spermatogenesis. Firstly, many models with synapsis failure also show failure of MSCI, continued expression of *Zfy* genes during pachytene, and stage IV apoptosis (5). Secondly, in T(X;16)16H males (Searle’s translocation), those cells which fail to silence the X-derived portion of the X;16 translocation product undergo apoptosis during pachytene despite the fact that *Zfy* is correctly silenced in these cells (38). Thirdly, transgenic expression of either *Zfy1* or *Zfy2* during pachytene has been shown to trigger apoptosis of spermatocytes at tubule stage IV (8). Finally, transgenic expression of selected X-linked miRNA genes during pachytene leads to apoptosis at tubule stages IV and XII (39).

Collectively, these data suggest that both X-and Y-linked genes are independently capable of triggering apoptosis and acting as ‘executioner’ genes for the MSCI checkpoint. Our data corroborate this and provide further evidence for the existence of multiple sex-linked executioner genes acting during pachytene, since the X^*E*^O,*Sry* males showed increased apoptosis of pachytene cells during the first wave of spermatogenesis in conjunction with MSCI leakage despite a complete absence of *Zfy* genes.

We note however that in T(X;16)16H males the stage at which aberrantly synapsed cells are eliminated is not known (38), and that overexpression of X-linked miRNAs triggered apoptosis at two different tubule stages (39). It is therefore not proven whether the apoptosis seen in response to wrongful X gene expression in these two models acts via the same mechanism as the *Zfy*-driven apoptosis occurring at tubule stage IV in other models of MSCI failure. Moreover, the extent and stage-specificity of the apoptosis in X^*E*^O,*Sry* males differs from that seen in most other models of MSCI failure. It may be that different executioner genes at the MSCI checkpoint trigger apoptosis via different downstream pathways and/or at different tubule stages, with *Zfy* simply being an early-acting executioner. Under this hypothesis, the timing of cell death during pachytene would depend not only on the degree of MSCI failure, but also on the specifics of which genes escape silencing in each cell. Like Tolstoy’s families, each dying spermatocyte in these males may be unhappy in its own way.

## Materials and Methods

All animal procedures were in accordance with the United Kingdom Animal Scientific Procedures Act 1986 and were subject to local ethical review.

### Chromosome spreads

Testes were frozen in liquid nitrogen and stored at -80 prior to thawing in RPMI medium. Surface spreads were prepared as described by Barlow *et al* (40) and RNA FISH was performed as described previously (8).

### Fluorescence in situ hybridization (FISH)

Surface spreads and fluorescence in situ hybridization (FISH) RNA-FISH for nascent nuclear transcripts from *Scml2*, *Zfx*, *GM773* and *Magea 2/5* was performed as previously described (41) using spread testis cells from 6 week old X^*E*^O,*Sry*, X^*E,Z2*^O,*Sry* and XY MF1 male mice.

### Histological analysis and immunohistochemistry

For standard histological analysis testes were fixed in Bouin’s fluid for 24 h, embedded in paraffin, sectioned at 5 μm on glass slides and then stained with Hematoxylin and Eosin (H & E). At least three males per genotype and age group were analysed. For immunohistochemistry, testes were fixed overnight in 4% buffered paraformaldehyde at 4 degrees. Tissues were washed in 70% ethanol, dehydrated, and embedded in paraffin. 5μm sections on glass slides were dewaxed in xylene and hydrated in a graded series of alcohols. After washing in PBS, sections were blocked for an hour at room temperature in PBT (PBS, 0.1% Tween, 0.15% BSA) and incubated overnight at 37 °C with primary antibody diluted in PBT. Slides were washed in PBS, incubated with appropriate fluorescently-conjugated secondary antibodies diluted in PBS for 1 h at 37 °C, washed in PBS, and mounted in Vectashield containing 4’,6-diamidino-2-phenylindole (DAPI, Vector).

Further details of reagents used including BAC probe IDs and antibodies used for RNA FISH and immunostaining, and primers used for qPCR are given in Supplementary Methods.

### BrdU and TUNEL assays

BrdU (Sigma), dissolved in phosphate-buffered saline, was injected intraperitoneally into males at 18-21 dpp, at 50 mg/kg of body weight. Males were killed 12 days after the injection, and testes were fixed in Bouin’s fluid for 24 hr, and then embedded in paraffin. BrdU incorporation was detected by immunofluorescence labelling as previously described (42). DAPI counterstaining, γH2AX immunostaining of spermatocytes, and PNA-lectin staining of the acrosomal cap (where present) were used to determine the stage of BrdU-positive seminiferous tubules. Phospho-histone H3 immuno-fluorescence and detection of apoptotic cells by TUNEL were performed as previously described (9).

### Quantitation of apoptosis

At 15dpp apoptosis was quantified by hematoxylin and eosin (H&E) staining of histological sections. Since this age is prior to the MI arrest/apoptosis seen in X^*E,Z2*^O,*Sry* and the accumulation of arrested secondary spermatocytes in X^*E*^O,*Sry*, it therefore specifically measures cell death during meiotic prophase I. At 30-31 dpp, there are two confounding factors affecting the comparison of apoptosis between the two genotypes. Firstly, in stage XII tubules there is widespread apoptosis of cells at the spindle assembly checkpoint in X^*E,Z2*^O,*Sry* that is less pronounced in X^*E*^O,*Sry* (9). Secondly, in X^*E*^O,*Sry*, cells which fail to die at stage XII develop into diploid spermatids and subsequently undergo apoptosis throughout the following tubule stages, which will inflate the numbers of apoptotic cells per tubule in X^*E*^O,*Sry* (14). We therefore used three different methods to assay apoptosis in these males at d30-31.

1. Counting of apoptotic pachytene cells specifically in stage IV tubules in H&E sections. In these sections, tubules were staged by the hematoxylin staining pattern of the peripheral spermatogonia, and arrested diploid spermatids were distinguished by their nuclear morphology and excluded. This assay thus specifically measures cell death at the stage IV checkpoint.
2. Counting of TUNEL-positive cells in histological sections. In these preparations, the detailed tubule staging was not possible and we therefore counted dying cells in all tubules from stages I—XI (defined as all tubules lacking meiotic metaphase figures). This analysis thus excludes the apoptotic metaphase I cells found in X^*E,Z2*^O,*Sry* at stage XII, but does not exclude the dying diploid spermatids seen in other stages in X^*E*^O,*Sry*. Accordingly, this comparison represents a very stringent check of increased apoptosis in X^*E*^O,*Sry*.
3. Counting the total number of meiosis I metaphase figures per stage XII tubule. TUNEL staining and staining for phospho-histone H3 was used to classify the metaphases as healthy or apoptotic, as previously described (9). This assay measures the total number of cells surviving through to meiosis I, and thus is an indirect measure of apoptosis occurring at all stages of meiotic prophase I.

### RNA extraction and expression analysis

Total RNA was extracted from frozen testis tissue using Trizol (Invitrogen) according to the manufacturer’s protocol. Microarray analyses were performed as previously described (26) using total testis RNA from males at 17.5 dpp. Briefly, single-color hybridization data (Illumina BeadChip, mouse whole-genome array, v2) was obtained for three X^*E*^O,*Sry* individuals and matched X^*E*^^,^^*Z2*^O,*Sry* controls, each individual being hybridized separately. Quantile normalization and differential expression testing was performed using BeadStudio (Illumina), and false discovery rate controlled using the Benjamini and Hochberg FDR correction.

Quantitative RT-PCR experiments were performed as previously described (26). Briefly, two micrograms of total RNA were DNaseI-treated (Invitrogen), and reverse transcription of polyadenylated RNA was performed with Superscript Reverse Transcriptase II according to the manufacturer's protocols (Invitrogen). Samples from three 13.5, 15.5 and 17.5 day old mice for each genotype (X^*E*^O,*Sry* and X^*E,Z2*^O,*Sry*) were analysed. All reactions were carried out in triplicate and beta actin was included on every plate as a loading control. The difference in PCR cycles with respect to beta actin (ΔCt) for a given experimental sample (X^E^O,*Sry*) was subtracted from the mean ΔCt of the reference samples (X^*E,Z2*^O,*Sry*) (ΔΔCt).

## Data Availability

Normalised array data and the processing pipelines for figure generation are available in Supplementary Material, Table S1. Raw array data is available through GEO, accession number GSE87598. 

## Supplementary Material

Supplementary Material is available at *HMG* online.

## Acknowledgements

The authors thank Ms Aine Rattigan and Mr Obah A. Ojarikre for assistance with genotype analyses and mouse colony management respectively, Cambridge Genomic Services for microarray expression profiling, and Dr James Turner for helpful discussions of the results.

*Conflict of Interest statement*. None declared. 

## Funding

The work was funded by the Medical Research Council UK (PSB: U117532009, NV: MRC CDF) and EMBO (NV), and by the BBSRC (P.E., grant numbers BB/F007434/1, BB/J00877X/1 and BB/N000463/1). Funding to pay the Open Access publication charges for this article was provided by the University of Kent.

## Supplementary Material

Supplementary Data

# Supplementary material for: Zfy genes are required for efficient meiotic sex chromosome inactivation (MSCI) in spermatocytes
**Source:** Hum Mol Genet. 2016 Oct 13;25(24):5300–10. doi: 10.1093/hmg/ddw344
**Supplement:** Supplementary Data

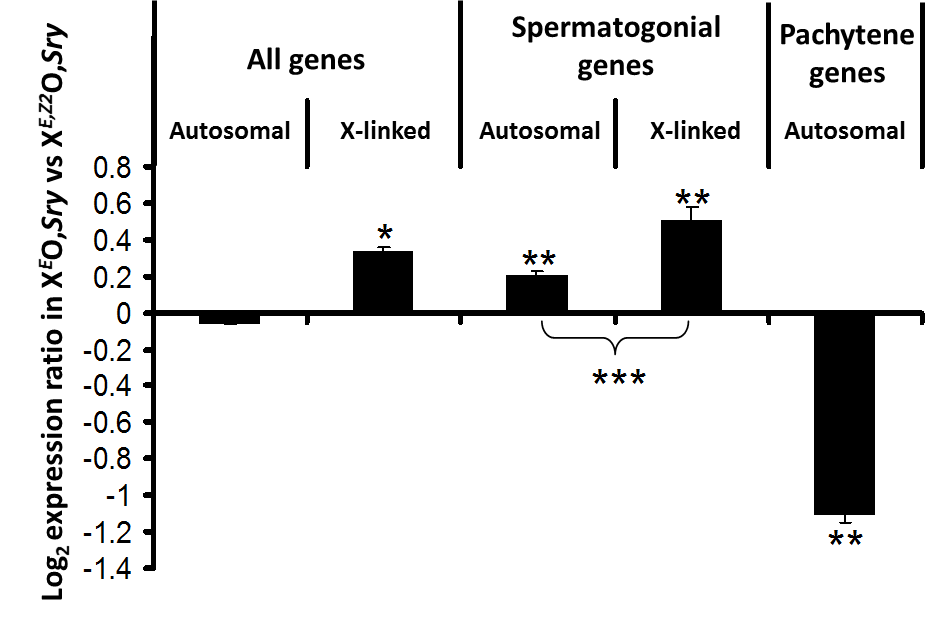

**Figure S1**

Bar chart showing the average log_2_ expression ratio in X*^E^*O*Sry* versus X*^E,Z2^*O*Sry* for all genes, spermatogonia-specific genes and pachytene-specific genes. For this analysis, ‘spermatogonia-specific’ and ‘pachytene-specific’ were defined as those showing at least a tenfold decrease in transcript abundance between B spermatogonia and pachytene spermatocytes in Namekawa et al (2006). This was to ensure that autosomal genes chosen as a comparator set are an appropriate match for the X chromosome genes, which are transcribed in B spermatogonia but silenced by MSCI during pachynema.

* The X chromosome is globally upregulated in X*^E^*O*Sry* (p = 4.5 x 10^-39^)

** Autosomal and X spermatogonia-specific genes are upregulated and autosomal pachytene-specific genes are downregulated in X*^E^*O*Sry* (p < 1 x 10^-7^ for each subset).

*** X spermatogonia-specific genes are more strongly upregulated than autosomal spermatogonia-specific genes in X*^E^*O*Sry* (p = 4.80 x 10^-8^).

# Supplementary material for: Zfy genes are required for efficient meiotic sex chromosome inactivation (MSCI) in spermatocytes
**Source:** Hum Mol Genet. 2016 Oct 13;25(24):5300–10. doi: 10.1093/hmg/ddw344
**Supplement:** Supplementary Data

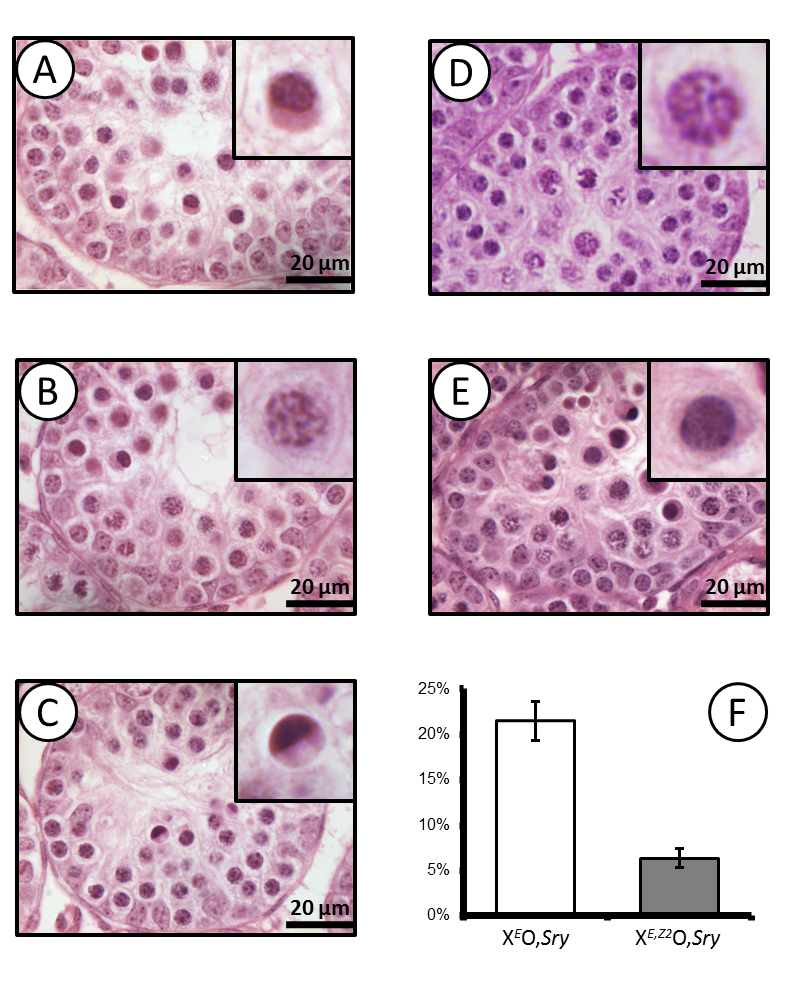

**Figure S2**
Apoptosis was studied by H&E staining of testis sections at 15dpp. Scale bar = 20μm, insets = 3x magnification. In X*^E^*O,*Sry* testes, pachytene cell apoptosis was observed from stage IV onwards, however this did not represent a typical stage IV block as a substantial proportion of cells survived past this stage. Pachytene cells that survived stage IV continued to die over subsequent stages, however survivors were observed as late as stage IX, the latest stage present at 15dpp. In some tubules, particularly at stages IV and V, we observed abnormal spermatocytes that had homogeneous chromatin and where the cells appeared to be no longer in prophase, but which were not yet apoptotic. The total proportion of apoptotic spermatocytes across all stages was significantly higher in X*^E^*O,*Sry* testes than in X*^E,Z2^*O,*Sry* testes at this age.

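The supplementary counts are of pachytene cells in hematoxylin and eosin stained sections at 15 dpp, with 3 animals per genotype and each cell scored as dying or not. In the paper's Table S3, 3404 of 16164 pachytene cells were dying in X EO,*Sry* and 944 of 15049 in X E,Z2O,*Sry*. Calculated per animal from these counts of the paper, the share of dying pachytene cells was 21.5% ± 3.78 (SD, n = 3; 18.7% to 25.8%) in X EO,*Sry* and 6.35% ± 1.81 (SD, n = 3; 5.29% to 8.44%) in X E,Z2O,*Sry*. Each X EO,*Sry* animal had a higher share than each X E,Z2O,*Sry* animal (two-sided exact permutation test, p = 0.1, the smallest that 3 animals against 3 allow). Cells of 1 animal are not independent, and so the animal was taken as the replicate. These animals are not those of the arrays.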

**A:** stage IV tubule with almost all cells apoptotic: inset = dying pachytene cell.

**B:** stage IV tubule with apoptotic pachytenes in upper left and surviving pachytenes at the bottom: inset = surviving pachytene cell.

**C:** stage VI tubule with mostly apoptotic pachytene cells: inset = dying pachytene cell.

**D:** stage IX tubule with multiple surviving pachytene cells: inset = surviving pachytene cell.

**E:** stage V tubule with a mix of surviving, abnormal and apoptotic pachytene spermatocytes: inset = abnormal cell showing homogeneous chromatin without other hallmarks of apoptosis.

**F:** histogram showing the proportion of dying pachytene cells in both genotypes at 15dpp, p=0.0029 by Student t test after arcsin transformation of percentage data.

# Supplementary material for: Zfy genes are required for efficient meiotic sex chromosome inactivation (MSCI) in spermatocytes
**Source:** Hum Mol Genet. 2016 Oct 13;25(24):5300–10. doi: 10.1093/hmg/ddw344
**Supplement:** Supplementary Data

**Inventory of Supplements

Figure S1:** Bar chart showing the mean log_2_ expression ratio in X*^E^*O*Sry* versus X*^E,Z2^*O*Sry* for all genes, spermatogonia-specific genes and pachytene-specific genes.

**Figure S2:** Supplementary histology images for X*^E^*O*Sry* testes at 15 dpp showing cells surviving past the stage IV checkpoint and other abnormal cells.

**Table S1:** Normalised array data and processing pipelines.

**Table S2:** Cell count data from the RNA FISH experiments.

**Table S3:** Tubule counts and cell counts for analysis of apoptosis.

**Table S4:**  Cell counts for analysis of early meiotic progression and synaptonemal complex assembly

**Table S5:** Tubule counts for analysis of meiotic progression by BrdU staining.

**Supplementary Methods:** Inventory of BAC probes used for RNA FISH experiments, antibodies used for immunostaining, and primers used for qPCR.

# Supplementary material for: Zfy genes are required for efficient meiotic sex chromosome inactivation (MSCI) in spermatocytes
**Source:** Hum Mol Genet. 2016 Oct 13;25(24):5300–10. doi: 10.1093/hmg/ddw344
**Supplement:** Supplementary Data

**SUPPLEMENTAL EXPERIMENTAL PROCEDURES (REAGENT LIST)**

**BAC clones used to prepare RNA FISH probes:**

*Adam3* : RP24‑103I8 (CHORI)

*GM773* : RP23‑121P2 (CHORI)

*Magea2/5* : RP23‑169B15 (CHORI)

*Scml2* : RP24-204O18 (CHORI)

*Zfx* : BMQ‑372M23 (Research Genetics).

**Primary antibodies used for cell staging in RNA FISH experiments on spread cells**

Rabbit anti-SYCP3 (1:100, Abcam: ab15093)

Mouse monoclonal anti-γH2AFX (1:100, Upstate: 16–193)

Guinea pig anti-HORMAD2 (1:200, Cloutier et al., 2015a).

**Primary and secondary antibodies used for immunofluorescence experiments on testis sections**

Rabbit anti-MVH, (1:200, Toyooka et al., 2000)

Mouse monoclonal anti-γH2AFX, (1:500, Upstate: 05–636).

Chicken anti-rabbit Alexa 488 (1:500, Molecular Probes)

Chicken anti-mouse Alexa 594 (1:500, Molecular Probes)

**Primers used for quantitative RT‑PCR**

| Gene | Primer ID | Primer sequence | Amplicon  size |
| --- | --- | --- | --- |
| *Rhox3a* | *Rhox3a* -F | ggagagagtgaccaggctga | 165bp |
|  | *Rhox3a* -R | ttcattcacacccatccatc |  |
| *Atp7a* | *Atp7a* -F | tgaccttctggatgttgtgg | 162bp |
|  | *Atp7a* -R | gatcccatccagggttgtaa |  |
| *Zfx* | *Zfx* -F | gcacttgccctgaagtcatc | 273bp |
|  | *Zfx*-R | cagctgcagcatcctcct |  |
| *Tdrd6* | *Tdrd6*-F | tccaaacagtgggaaaggac | 176bp |
|  | *Tdrd6*-R | gtagcaccgggcttgttaaa |  |
| *Piwil2* | *Piwil2*-F | aatggtactcgagggtggtg | 153bp |
|  | *Piwil2*-R | ggccatcagacactccatct |  |
| *Mad2l2* | *Mad2l2*-F | attctctatgtgcgcgaggt | 133bp |
|  | *Mad2l2*-R | gaggtttgacgcagtggagt |  |
|  | *β*-*actin*-R | GTGGTGGTGAAGCTGTAGCC |  |

**Supplemental References**

Toyooka, Y., Tsunekawa, N., Takahashi, Y., Matsui, Y., Satoh, M., and Noce, T. (2000) Expression and intracellular localization of mouse Vasa-homologue protein during germ cell development. Mech Dev *93*, 139-149.

How the deposited data were processed for this re-analysis (not part of the article)

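Gene expression was measured in whole testes of X EO,*Sry* and X E,Z2O,*Sry* males at 17.5 dpp, with 4 animals per genotype and 1 Illumina BeadChip array per animal. Genotype and replicate were taken from the sample labels. The labels number the animals within each genotype, and the paper does not pair animals of different genotypes by number. The Methods call the X E,Z2O,*Sry* controls matched, without stating in what respect. The arrays of XY males, the data from separated germ cells and the quantitative RT-PCR, RNA FISH and BrdU experiments were not analysed here. Counts of dying pachytene cells were taken from the paper's Table S3.

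The authors quantile normalized the arrays and deposited gene-level log2 values, which served as the main values here. The submitters' processing notes name GenomeStudio 2011.1, and the Methods name BeadStudio. The design had assumed linear normalized signals, with a floor of 10 before the logarithm, but the deposited values are already on the log2 scale, from 5.72 to 15.48, so that no logarithm was taken and the floor changed nothing. The authors also deposited linear signal intensities that they call non-normalized. Array medians of these intensities run from 105.5 to 106.3, 72.6% of the values also occur on another array, and, apart from the brightest values, arrays differ by at most 1.10-fold at any one rank, so that these intensities were already aligned between arrays and the alternatives that start from them do not start from raw signals. The deposited series table holds the same log2 values for 18091 of the 18097 genes. A detection p-value from the authors' software comes with each gene on each array and tests the signal against negative control beads. Since it is not ordered by signal for every gene, a filter on mean signal was added as an alternative.

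Genes were kept when the detection p-value was under 0.01 on at least 4 of the 8 arrays, which left 8324 genes. Array gene names were matched to GRCm38.p6 by current symbol for 14094 genes, by synonym for 3068 and by accession for 120. The other 50 with more than 1 match and 765 with none stayed without a chromosome. A gene was placed by its annotated chromosome, and 17281 genes could be placed. A gene that was not detected on any array of one genotype is given as at least N-fold, against the higher of its own signal and the lowest signal of a detected gene on each array.

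Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, genotype as the only factor, two-sided), with Benjamini-Hochberg adjustment over the genes kept and a threshold of 0.05. Chromosome and list averages were formed per array and compared by two-sided exact permutation of the 70 assignments of 8 arrays to 2 groups of 4. Of the X-linked genes, camera tested the difference from other genes with a preset correlation of 0.01 and with an estimated correlation. The gene lists, 17 in number, were tested by camera in both ways, with Benjamini-Hochberg adjustment over the lists. Exact p-values of list means are given unadjusted unless stated. They were written from general knowledge before the data were examined, and genes that the paper measures were placed in the lists where they belong. With an estimated correlation, none of the 5 list calls held. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots.

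Genes are named by a rule set before the data were examined. It takes every gene that the paper measures, carries as a transgene or names in the silencing pathway, the largest changes among genes past the threshold with no overlap between the genotypes, and from each list the members with the largest changes past the threshold or, where none passed, the 2 with the highest signal. Other list members are named because they passed when adjusted over the list alone or because they ran against their list, and were chosen after their values were seen. The Y-linked genes measured are named as well, and so are *Eln* and *Bgn*, chosen after their values were seen. *Uba1y*, *Atr*, *Trip13* and *Ubr2* were not found in the gene table, and *Brca1*, *Hormad1* and *Dmc1* were not detected on any array. *Actb*, the reference gene of the quantitative RT-PCR, differed by 0.18 (adjusted p = 0.606).

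The analysis was tested on simulated data with the 8324 genes and the spread of each. At the threshold, 60% of 50 genes changed by 0.585 on the log2 scale were recovered, 84% of those changed by 1, 98% of those changed by 2 and 100% of those changed by 3.5, and 9 of 8124 unchanged genes were called. A shift of 0.4 placed in the X-linked genes was returned as 0.407. The simulated genes vary independently of each other, whereas in the testis many vary together. The changes were placed in genes drawn at random. Pachytene genes with large differences varied widely within a genotype, as did *Tdrd6* with an SD of 1.43 in X EO,*Sry*, and it did not pass at -3.73 (adjusted p = 0.0798 from limma). The recovered shares therefore do not hold for such genes. Alternatives to the normalization, background correction, centring, floor, filter, variance model, threshold and summary were set before the data were examined, as were the fit with the replicate number as a block and the omission of each animal in turn. A further 4 alternatives were added after the data were seen.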

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

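Of the tests in this part, the comparison of *Hprt1* with the other X-linked genes was chosen only after the result was seen. The test of its neighbours was set before their values were seen, but after *Hprt1* itself had stood out.

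The 4 genes below passed the test over all genes and are not discussed in the paper. *Hprt1* had a log2 difference of 3.46 between X EO,*Sry* and X E,Z2O,*Sry*, with its signal near background in the latter, or 2.85 with normexp background correction, and it passed under every alternative that kept it (detection on all 8 arrays, which it lacks, leaves it out). A general release of X-linked genes in the absence of *Zfy* would put *Hprt1* within the range of the others, but the highest of these, *Rhox3f*, chosen after its value was seen, reached 1.61. Silencing of a wide region around *Hprt1* in X E,Z2O,*Sry* would raise its neighbours in X EO,*Sry* too, but the median of the 10 nearest expressed genes was 0.22 (0.12 to 0.46), which differs from the median of the other X-linked genes by -0.14. A candidate explanation is an effect of the transgene on *Hprt1* alone, for instance through its place of insertion or a variant under the probe. This remains a hypothesis, since the paper's text does not name the insertion site and neither was tested.

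*Rab11fip5* had a difference of -1.34, with detection p-values of 0.00208 to 0.0982 in spite of its high signal. The difference of *BC107230* was -2.66, and with normexp background correction it was -2.35 and did not pass (adjusted p = 0.0577). *1700112C13Rik* was not detected in X EO,*Sry*, so that its fitted difference of -1.67 is taken against background and the signals give only a bound of at least 3.02-fold; with normexp background correction it was -0.46 and did not pass (adjusted p = 0.118).

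One sample lay far from the others of its group. In replicate 1 of X E,Z2O,*Sry* the list of silencing pathway genes had a mean log2 signal of 9.03, against 8.90 to 8.91 in the other 3 animals. It was the only one of 146 groups of 4 values to stand out in this way, where chance gives about 1 in 20, or 7.3 groups.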

How the results depend on the processing

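Of the tests here, the term for replicates 1 and 2 against 3 and 4, the filter on mean signal, the omission of *Hprt1* and the exact test of list means were chosen only after the data were seen. The 10 main results were computed 254 times under alternatives and kept their direction, except that X-linked minus autosomal Sertoli markers, at -0.15 and not past the threshold, were at 0.05 with medians over members; 228 values stayed on the same side of the threshold or within the spread. X minus autosome lay between 0.21 and 0.50 over all alternatives. The count of changed genes, 5 in the main analysis, was 2 with normexp background correction, 1 with detection required on all 8 arrays, 1 without variance moderation, 3 at an adjusted p under 0.01, 626 with array weights and 19 with the added term; the calls with array weights include the 5. The replicate numbers showed no steady pairing of the animals. The correlations between animals of one number were 0.43, -0.23, 0.33 and -0.42, and 2 of 8 arrays correlated best with their own number. These few values cannot exclude a pairing. The Methods call the controls matched, and replicates 1 and 2 parted from replicates 3 and 4 in both genotypes. With a replicate block the count of changed genes was 1. Single animals moved the count from 3 (without replicate 1 of X EO,*Sry* or replicate 1 or 3 of X E,Z2O,*Sry*) to 396 and 519 (without replicate 4 of X EO,*Sry* and of X E,Z2O,*Sry*), the last 2 including the 5. With each animal left out, X minus autosome was 0.33 to 0.50, the X-linked mean 0.32 to 0.47, X-linked minus autosomal spermatogonial genes 0.43 to 0.72 and *Eif2s3y* 0.41 to 0.78, and each passed only without replicate 4 of X EO,*Sry*. X-linked genes over 1.5 fold numbered 25 to 70, and 28 and 69 without replicates 2 and 4 of X E,Z2O,*Sry*. Over 2 fold there were 7 X-linked genes higher and 244 autosomal genes lower, as a higher limit must give fewer. With no filter, the X chromosome lay 0.19 above the highest autosome and 8 lists passed; 0 lists passed with an estimated correlation or by the exact test of list means, where the smallest adjusted p was 0.121. Apart from the limits and filters named, the cause was not tested. Of 1999 further values, 34 no longer passed, 45 newly passed, 42 counts moved and 20 that did not pass changed sign. Genes near background are limited by signal, and 8324 of 18097 genes could be tested.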

Differences from the paper's values

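The tests in this part were set before the data were examined, except where stated.

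The paper's mean log2 ratio of autosomal genes is about -0.05 in Fig. S1, read by eye, and the value here is -0.0149 (SD 0.0122 over animals). Under every alternative set before the data were examined, the value lay between -0.0216 and 0.00516, farther from the paper's value than this spread. The error of reading a figure by eye was not counted, here or for the other values read from figures. The small spread over animals follows in part from quantile normalization, which holds the mean of the autosomal genes, most of all genes, nearly fixed. The genes averaged in Fig. S1 may also differ from the expressed genes used here, so that a difference cannot be claimed.

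The paper states that the X chromosome is significantly upregulated relative to the autosomes (Fig. 1A). Here the X-linked excess has the same direction, and with the animal as the replicate the exact permutation test gave p = 0.0571. The settings that pass are the omission of replicate 4 of X EO,*Sry* (exact p = 0.0286) and, across genes, camera with a preset correlation (p = 1.65e-21), but not camera with an estimated correlation (p = 0.152). The mean log2 ratio of the X-linked genes and its percent increase lie within the spread of those in the paper's text, also under the alternatives set before the data were examined, except with no filter on dim genes (0.20 and 14.8%, against the paper's 0.4 and 30%). The means read by eye from Fig. 1A and Fig. S1, about 0.31 and about 0.34, differ from those with no filter and without replicate 4 of X EO,*Sry* (0.47), and not under the other alternatives.

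The legend of Fig. S1 states that autosomal spermatogonia-specific genes are upregulated. The autosomal spermatogonial list used here, which is not the paper's set, averaged 0.14 higher and did not pass (adjusted p = 0.293 from camera), and of the alternatives it passed only with no filter on dim genes (0.12, adjusted p = 0.0368). The same legend has X-linked spermatogonia-specific genes more strongly upregulated than autosomal ones. The lists used here gave 0.58 in that direction (exact permutation test, p = 0.0571), which passed only without replicate 4 of X EO,*Sry* (exact p = 0.0286). The directions that the paper gives for X-linked spermatogonial and autosomal pachytene genes are those found here.

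The paper describes X-linked transcripts as preferentially higher and autosomal transcripts as preferentially lower, also among significant transcripts. Regardless of significance, the genes over 1.5 fold had these directions here (Fisher's exact test, p = 7.04e-45 and p = 3.47e-09). At an adjusted p of 0.05, 5 genes passed here, a count too small to divide, with 2 X-linked genes higher (Fisher's exact test, p = 0.00130) and 2 autosomal genes lower (Fisher's exact test, p = 1). The paper's text names BeadStudio and the Benjamini and Hochberg correction, but neither the test nor the threshold for significant transcripts.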

Other observations

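Of the tests in this part, the placing of the replicate 4 animals, the pachytene share across animals, the shares of tissues in replicates 1 and 2 against 3 and 4, the fit with a term for these replicates and the count of splits for changed genes were chosen only after the results were seen.

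Genes of apoptosis were higher on average in X EO,*Sry* testes by 0.16 on the log2 scale (30 of 45 genes expressed). Of these 30, 23 were higher, as were 62.0% of all expressed genes. The list as written also holds the X-linked genes *Birc4*, *Aifm1* and *Eda2r*, which were not set apart. The list mean was higher in each of the 4 X EO,*Sry* animals than in any X E,Z2O,*Sry* animal (two-sided exact permutation test, p = 0.0286, and 0.121 when adjusted over the lists). The list did not pass camera's test (adjusted p = 0.0588, and 0.00911 to 0.477 over the alternatives). It passed with no filter on dim genes (adjusted p = 0.00911), with a replicate block (adjusted p = 0.0380), without replicate 3 of X E,Z2O,*Sry* (adjusted p = 0.0466) and, as chosen after the data were seen, with the term for replicates (adjusted p = 0.0429) and the filter on mean signal (adjusted p = 0.0412). When adjusted over the list alone, 6 members rose and 1 fell, whereas none passed over all genes (8 higher and 2 lower at an unadjusted p under 0.05). The risers were the proapoptotic genes *Bid* and *Bik*, by 0.39 and 0.49, the apoptosome gene *Apaf1*, by 0.38, the caspase gene *Casp6*, by 0.51, the p53 target *Ccng1*, by 0.72, and *Bcl2l2*, a survival gene, by 0.49; the proapoptotic gene *Bad* fell by 0.68. The members with the highest signal, *Diablo* and *Mcl1*, differed by -0.25 and 0.13. Autosomal retrogenes that stand in for silenced X-linked genes in spermatocytes averaged -0.90 (6 of 11 expressed; camera, adjusted p = 0.00347; adjusted p = 0.477 with an estimated correlation). When adjusted over the list alone, 4 of the 6 fell, with the glycerol kinase gene *Gk2* at -1.83 and the phosphoglycerate kinase gene *Pgk2*, also on the pachytene list, at -2.10; *1700012H05Rik*, which with *Gk2* had the highest signal on the list, was at -0.22.

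The 15 expressed genes of the meiotic silencing pathway averaged 0.05 (camera, adjusted p = 0.810), and none passed over all genes or over the list alone (limma; 2 higher and 1 lower at an unadjusted p under 0.05). The 2 higher genes, *Scml2* and *Ube2a*, the latter chosen after its value was seen, are the X-linked members, and the 13 autosomal members averaged -0.03. *H2afx*, the histone whose phosphorylated form marks the sex body, differed by -0.32 and *Trim28* by 0.00. Markers of somatic cells other than Sertoli cells did not pass camera's test. The 8 Leydig cell genes averaged 0.15 (adjusted p = 0.526), with 6 positive and, of the members with the highest signal, *Cyp17a1* at -0.33 and *4921521F21Rik* at 0.50; the 5 peritubular myoid genes 0.31 (adjusted p = 0.497), with *Acta2* at 0.29 and *Pdgfra* at 0.36; the 9 macrophage genes 0.24 (adjusted p = 0.164), with *Lyz2* at 0.33 and *Mrc1* at 0.56; the 6 endothelial genes 0.11 (adjusted p = 0.659), with *Egfl7* at 0.25 and *Emcn* at 0.09; and the 3 blood genes -0.13 (adjusted p = 0.526), with *Hba-a1* at -0.18 and *Hbb-b1* at -0.10. The macrophage list passed without replicate 4 of X E,Z2O,*Sry* (0.38, adjusted p = 0.0222, with a preset correlation; over all animals with an estimated correlation its adjusted p was 0.804). Over the 8 animals, the autosomal Sertoli list rose with the X minus autosome measure (r = 0.733, exact permutation p = 0.0379, adjusted p = 0.0431; rho = 0.810, exact permutation p = 0.0218, adjusted p = 0.0327), but without the 2 farthest animals r was 0.464 (exact permutation p = 0.356), so that the relation rests on those. The same holds for the pachytene list against X-linked minus autosomal spermatogonial genes (r = -0.724, exact permutation p = 0.0431; rho = -0.667, exact permutation p = 0.0831; r = -0.371 and exact permutation p = 0.481 without the 2 farthest). These permutations, too, mixed the 2 genotypes.

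The X-linked excess overlapped between the genotypes in replicate 4 of each. Exchanged labels would put these animals with the other genotype. In *Hprt1*, the gene with the smallest p in the fit without the animal each time, they lay 2.75 and 3.43 away from the nearest other replicate of that genotype (largest SD 0.237). The 5 changed genes, also called without the animal, put both nearer to their own genotype. They were first called with these animals included and do not overlap between the genotypes, so that they are no separate check. Of all genes called without the animal, only 28.0% in X EO,*Sry* and 27.4% in X E,Z2O,*Sry* put it nearer to its own genotype. The animals may differ in their share of pachytene transcripts, since the X minus autosome measure followed the pachytene list over the 8 arrays (r = -0.966). With 4 animals per genotype, these whole testis arrays cannot tell whether fewer pachytene transcripts alone account for the X-linked excess or MSCI leakage adds to it. With the pachytene list as a covariate, the genotype difference in X minus autosome was 0.0657 (exact permutation p = 0.343), and -0.03 to 0.17 without each animal in turn. That in X-linked minus autosomal spermatogonial genes was 0.35 (exact permutation p = 0.171). MSCI leakage that itself leads to loss of pachytene cells would give the same relation, and so this covariate could also remove a true effect. The paper measured leakage in single pachytene cells by RNA FISH, which was not analysed here. It reports leaky *Scml2* transcription in a larger share of X EO,*Sry* than of X E,Z2O,*Sry* cells. Such a share does not depend on how many pachytene cells a testis holds.

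Replicates 1 and 2 parted from replicates 3 and 4 in both genotypes, and a term for them called 1083 genes, 695 higher and 388 lower in replicates 3 and 4, led by the matrix genes *Eln* at 1.56 and *Bgn* at 1.34. A different share of peritubular and connective tissue is a candidate explanation, since the peritubular myoid list, whose *Acta2* was 1.06 higher, was higher by 0.76 in replicates 3 and 4 (exact permutation p = 0.0286, the smallest possible and without regard to how this split was chosen; adjusted p = 0.257 over the measures tested), and the endothelial list by 0.27 (exact permutation p = 0.0286) and the autosomal Sertoli list by 0.33 (exact permutation p = 0.143). A lower share of germ cells would by itself raise all somatic lists alike, but the peritubular list moved by 0.72 more than the Leydig list at 0.04. Its 5 genes were at 0.39 to 1.06 and the 8 Leydig genes at -0.21 to 0.21 (exact permutation of the genes, taken as if independent, p = 0.000777). The macrophage list was at 0.17 and the X-linked Sertoli list at -0.07. A lower share of germ cells as a part of the pattern cannot be excluded in this way. A difference of dissection, litter or array batch stays open, as the paper gives none and does not state what the identifiers in the labels stand for, which begin alike in all 4 X EO,*Sry* animals and in replicates 2 and 3 of X E,Z2O,*Sry*, and differ in the last letter alone in replicates 3 and 4 of X EO,*Sry*. With this term in the fit, 19 genes differed between the genotypes. Of these, 5 X-linked genes were higher and 0 lower, and 4 autosomal genes were higher and 8 lower. *Rhox3a* was among the X-linked ones (adjusted p = 0.0444 from limma).

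Other splits of the 8 arrays into 4 and 4 were fitted in the same way, 35 in all. For the number of changed genes, chance cannot be excluded, since 2 splits, the genotypes included, gave at least 5 genes, and the highest other gave 439. That split parts replicates 1 and 2 from 3 and 4 of both genotypes and points to a structure of the samples. Chance cannot be excluded for the number of lists either, with 15 splits at 5 or more and the highest other at 9, nor for the autosomal genes over 1.5 fold in one direction, with 523 for the genotypes, 588 for the highest other and 2 splits as large. For the X-linked genes over 1.5 fold in one direction, the genotypes gave 45 and the highest other split gave 42. Only 1 split, that of the genotypes, reached 45. This share is the smallest that 35 splits allow and was not adjusted for the 4 counts tested in this way, so that it cannot exclude chance. The count of 45 was 25 and 70 without replicates 2 and 4 of X EO,*Sry*, and 28 and 69 without those of X E,Z2O,*Sry*.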
